# High-concentrate feeding upregulates the expression of inflammation-related genes in the ruminal epithelium of dairy cattle

**DOI:** 10.1186/s40104-016-0100-1

**Published:** 2016-07-29

**Authors:** Ruiyang Zhang, Weiyun Zhu, Shengyong Mao

**Keywords:** Dairy cows, Gene expression, Microarray, Subacute ruminal acidosis

## Abstract

**Background:**

The objective of this study was to characterize the mRNA expression profile related to rumen epithelial inflammation through the in vivo and in vitro experiments. In the in vivo experiment, rumen papillae were collected from four dairy cows adapted to either a 40 % (LC) or 70 % (HC) concentrate feeds for microarray analysis.

**Results:**

Results showed that 245 differentially expressed genes (DEGs) were detected in the cows fed the HC relative to the LC diet. The DEGs were first annotated, and results revealed that the expression of inflammation-related genes, including *IL-1β*, *IL-2*, *IL-22*, *CCL19*, *CCL8*, *CX3CR1*, *CXCL6*, *INHBE*, *LEPR*, *PRL*, and *TNFRSF9* found in the cytokine-cytokine receptor pathway were up-regulated in the HC-fed cows, indicating local inflammation in the rumen epithelium was triggered. The expression of *IL-1β*, *IL-2*, and *IL-6* was further validated by qRT-PCR. To demonstrate whether there were relationships between cytokine mRNA expression and ruminal factors (pH and LPS), the isolated ruminal epithelial cells were cultured in vitro. Results showed that the mRNA expression of *IL-1β*, *IL-2*, *IL-6*, and *IL-8* increased after the LPS treatment, while low-pH treatment elevated the mRNA expression of *TNF-α*, suggesting that low-pH coupled with higher levels of LPS in rumen of cows fed the HC may be mainly responsible for the triggered local ruminal inflammation.

**Conclusions:**

Our results indicate that ruminal local inflammation response might be triggered during HC feeding, and these findings also enhance the knowledge of rumen epithelial adaptation to HC at the molecular level.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s40104-016-0100-1) contains supplementary material, which is available to authorized users.

## Background

Feeding ruminants diets rich in fermentable carbohydrates alters ruminal microbiota composition and metabolism, resulting in the accumulation of volatile fatty acids (VFAs) and leading to a dramatic depression of the rumen pH [1, 2]. Long-term high-concentrate feeding likely causes the rumen metabolic disorder commonly termed subacute ruminal acidosis (SARA), which is defined as the daily duration time of ruminal pH remains below 5.6 or 5.8 [3, 4]. SARA has been shown to depress ruminal diet digestibility, feed intake, milk production, and milk fat and has become a significant economic issue in the dairy industry [3, 5].

Dairy cattle health can be compromised by grain-induced SARA since it has been associated with rumenitis, metabolic acidosis, lameness and hepatic abscesses [3, 5]. Many previous reports revealed that grain-induced SARA increased the levels of acute phase proteins such as haptoglobin (Hp) and serum amyloid A (SAA), which indicate a systemic inflammatory response in peripheral blood [6, 7]. This systemic inflammation is considered to be related with the diet-induced massive disruption of rumen epithelial barrier function [8] and increased permeability of the rumen epithelium [9], which aids microbes and immunogenic compounds to transmigrate into portal circulation [7], and further induces systemic inflammation. The principle mechanisms responsible for disrupting the barrier function of the rumen epithelium during SARA are not clear. A study that used isolated rumen and colon tissue from steers demonstrated that LPS and decreased pH may act synergistically to disrupt the epithelial barrier function and then breach the epithelial barrier [10]. Once the epithelium has been breached, the cells of mucosa-associated lymphoid tissue, which are found throughout the digestive mucosa and consist of clusters of white blood cells including innate lymphoid cells and mast cells [11, 12], respond by triggering local inflammation of rumen epithelium and altering cytokine production [11, 13]. Currently the structural transformation of the rumen epithelium during grain-induced SARA has been characterized [8, 14], but inflammation of rumen and the molecular mechanisms that trigger these events are not very clear.

In this study, we hypothesized that a local inflammatory response in the rumen epithelium occurred when cows were fed a high-concentrate diet, and therefore, mRNA expression of genes involved in inflammation would be up-regulated. The first objective of the this study was to characterize the mRNA expression of genes involved in inflammation in the rumen papillae from dairy cows fed high-concentrate diets using bovine genome microarray. The second objective of this study was to explore the relationship between expression of genes related to cytokines and ruminal factors.

## Methods

### Animals, experimental design, and diets

The experimental procedures and animal care conditions were approved by the Experimental Animal Welfare Ethics Committee of Nanjing Agricultural University.

This study was part of a larger experiment investigating the impact of subacute ruminal acidosis adaptation on rumen health in dairy cattle. A detailed description of the experimental design has been previously described [15]. Briefly, four ruminally cannulated Holstein cattle (average body weight, 460 ± 16.4 kg; 84 ± 25 d in milk at the beginning of the trial) were used in a 2 × 2 crossover design trial with 2 cows in each square and 2 periods. All animals were fed a low-concentrate diet (30 % concentrate feed, DM basis) for 3 weeks before the start of this experiment. The dietary treatments were a low-concentrate diet (LC; 40 % concentrate feed, DM basis) and a high-concentrate diet (HC; 70 % concentrate feed, DM basis) (Additional file 1: Table S1). Each experimental period was 21 d, with the first 11 d used for diet adaptation and 10 d of measurements. For the HC group, the dietary concentrate level was stepped up (by approximately 15 percentage units/d compared with the LC diet) during the first 2 d. Throughout the experimental period, the cows received a total mixed ration (TMR), *ad libitum* to about 5 % orts. Cows were housed in tie stalls and had free access to water.

### Blood and rumen papillae samples

Blood samples were taken from the coccygeal vein at 0 and 4 h following the morning feeding on d 12, 17, and 21 of each experimental period. Blood hematological analysis was carried out using an automated haematological analyser (Sysmex K-1000D; Sysmex, Tokyo, Japan), and blood chemistry was measured by Vitros 250 Chemistry System (Ortho Clinical Diagnostics, Markham, Canada).

Rumen papillae samples were collected at 4 h after the morning feeding on d 21 of each experimental period. The ventral sac of the rumen was chosen for collected site [16]. The rumen papillae were excised (approximately 150 mg) from the rumen, washed 20 times in ice-cold PBS, and then frozen immediately in liquid nitrogen until the RNA was isolated.

### Total RNA preparation

Total RNA was isolated from about 100 mg of frozen rumen tissues using TRIzol (Takara Bio, Otsu, Japan) following the manufacturer’s instructions. Qualified total RNA was further purified with the RNeasy mini kit (Qiagen, Hilden, Germany) and RNase-Free DNase Set (Qiagen, Hilden, Germany). The RNA concentration was determined using a NanoDrop spectrophotometer ND-1000UV-Vis (Thermo Fisher Scientific, Madison, WI). The RNA quality was routinely checked by measuring the optical density (260/280 and 260/230 ration). The total RNA from the rumen papillae was amplified and labelled with the Low Input Quick Amp Labeling Kit, One-Color (Agilent technologies, Santa Clara, CA), and the labelled cRNA was purified with RNeasy mini kit (Qiagen, Hilden, Germany).

### Microarray hybridizations and data analysis

The hybridization of the cRNA was performed with Agilent Whole Bovine Genome Oligo (4 × 44 K) Microarrays using the Gene Expression Hybridization Kit (Agilent Technologies) according to the manufacturer’s protocols. After washing in staining dishes, hybridized slides were scanned with the Agilent Microarray Scanner (Agilent Technologies) with the default setting. Raw data were normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent technologies).

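The deposited table of normalized data held 1 log2 value per probe name, and the median of each array's column was 6.80. Each column was set against the log2 scanner signals of the 8 arrays, across probes, which are not independent replicates. On both diets, the columns of cows 1 and 2 followed the array of the other of these 2 cows, with a Pearson r of 0.998 against 0.993 to 0.994 with the array of the same name. These 2 cows received the same diet in each period and the exchange was the same on both diets, so it affects the names of the 2 cows and neither the comparison between diets nor the pairing by cow. Of the 3524 values that lay more than 0.3 (log2) from the quantile-normalized scanner value, 3064 (86.9%) equalled the mean of the other 3 arrays of the same diet within 0.005. They were 1464 of 1466 such values on HC and 1600 of 2058 on LC. Of the other 458 on LC, 373 were in a probe with a value of the first kind on LC. With that value set back to the scanner value, 365 of the 373 lay within 0.05 of the mean of the other 3 arrays, and 0 did as deposited. The other 85 are unexplained. Among the 168276 values nearer to the scanner value, 3570 (2.12%) equalled the mean of the other 3 arrays of the diet within 0.005.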

### Isolation and culturing of ruminal epithelial cells

Ruminal epithelial cells were isolated using the modified serial tryptic digestion procedure as described previously [17]. Rumen papillae were taken from the ventral blind sac of healthy lactating Holstein cows (*n* = 3). The cows were fed grass hay. During isolation, each fraction was examined under a phase contrast microscope. The fractions that contained increasing numbers of cells from the stratum basal and the stratum spinosum of the rumen epithelium were pooled. The collected cells were seeded into 25-mL cell culture flasks and cultured with DMEM (Corning Cellgro, Manassas, VA) supplemented with 10 % fetal bovine serum (Corning Cellgro, Manassas, VA) and 1 % antibiotic/antimycotic solution at 38 °C under 5 % CO_2_ for 24 h. Thereafter, the cells were allocated for the following treatments: (1) pH 7.4; (2) pH 5.5; (3) pH 7.4 + 10 μg/mL LPS; (4) pH 5.5 + 10 μg/mL LPS. After incubation for 24 h, the cells were collected and stored at - 80 °C for further analysis. All reagents used were purchased from Sigma (St. Louis, MO) unless indicated otherwise.

### Quantitative RT- PCR and data analysis

Microarray results were validated by quantitative RT-PCR, and the relative expression of cytokines in an in vitro experiment was also conducted by qRT-PCR. Steele et al. [16] reported that *GAPDH* always displayed a minor variation in rumen epithelium samples of dairy cows. Thus, in the present study, the gene *GAPDH* was selected and used as a housekeeping gene. 

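On the arrays, GAPDH (RefSeq NM_001034034) was measured by 3 probes. The brightest had a normalized log2 signal of 15.78 ± 0.28 (SD, n = 4) in the LC group and 15.74 ± 0.23 (SD, n = 4) in the HC group. Its log2 fold change was -0.04 (standard error 0.19), with an unadjusted p of 0.826 from limma, and it was higher on HC in 2 of 4 cows. The other probes had log2 fold changes of 0.04 and 0.05. The sign of the change was not stable: it was positive for the brightest probe after normexp background correction, and ranged from -0.19 to 0.11 as each array was left out.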

The sequences, amplicon sizes, Gene ID and references of primers used in the present study are listed in Table 1. The dissociation curves obtained from PCR amplification of each target genes (including *GAPDH*) exhibited a unique peak to verify the presence of a single product. Extracted RNA (1 μg) previously used for the microarray analyses was converted into cDNA using a ®PrimeScript RT Reagent Kit with gDNA Eraser (Takara Bio, Otsu, Japan). PCR analyses were performed in triplicate in a final volume of 20 μL reactions containing 10 μL ®SYBR Premix Ex Taq (Takara Bio, Otsu, Japan), 2 μL RT product, 0.4 μmol/L of each forward and reverse primers for the target genes, 0.4 μL ROX Reference Dye (Takara Bio, Otsu, Japan) and 6.8 μL dH_2_O. Reactions were run in a StepOne Plus Realtime PCR System (Applied Biosystems). The thermal cycling parameters were as follows: 30 s at 95 °C, 40 cycles of denaturation at 95 °C for 5 s followed by 30 s annealing at 60 °C. Gene expression of cytokines was normalized to housekeeping gene *GAPDH* (ΔCt = Ct_target_ - Ct_GAPDH_), and the relative expressions, compared with the control group, were calculated using the 2^-ΔΔCt^ method.

**Table 1:** Primers for real-time quantitative PCR

Gene Name	Gene ID	Primer sequence (5′ → 3′)	Amplicon Size,bp	Reference
*IL-1β*	NM_174093.1	For: AACCGAGAAGTGGTGTTCTGC	167	[18]
		R: TTGGGGTAGACTTTGGGGTCT		
*IL-2*	NM_180997.2	For: ACATTTGACTTTTACGCGCCCAAG	307	[19]
		R: AATGAGAGGCACTTAGTGATC		
*IL-6*	NM_000600.3	For: GGAGGAAAAGGACGGATGCT	227	[18]
		R: GGTCAGTGTTTGTGGCTGGA		
*IL-8*	NM_173925	For: CCTCTTGTTCAATATGACTTCCA	170	[18]
		R: GGCCCACTCTCAATAACTCTC		
*IL-12β*	U11815	For: AGGTCGTGGTAGAAGCTGTG	276	[20]
		R: CCTTGTGGCATGTGACTTTG		
*TNF-α*	NM_173966.2	For: CTTCTGCCTGCTGCACTTCG	156	[18]
		R: GAGTTGATGTCGGCTACAACG		
*GAPDH*	NM001034034	For: GGGTCATCATCTCTGCACCT	176	[21]
		R: GGTCATAAGTCCCTCCACGA		

### Statistical analyses

Data for blood chemistry and hematology parameters were analysed by using the general linear model (GLM) procedure in SPSS Version 18 (SPSS, Chicago, IL, USA), according to the model shown below: y_ijkmn_ = μ + S_i_ + C(S)_ij_ + P_k_ + T_m_ + (ST)_im_ + e_ijkmn_, where μ is the overall mean, S_i_ is the diet treatment (*i* = 1–2), C(S)_ij_ is the random effect of cow j (*j* = 1–4) nested within the diet i, P_k_ is the fixed effect of period k (*k* = 1–2), T_m_ is the fixed effect of day m (*m* = 1–3), (ST)_im_ is the fixed effect of the diet by day interaction, and e_ijkmn_ is the random residual error. Significance was declared at *P* < 0.05.

Statistical calculations for the microarray data were conducted by GLM procedure in SPSS Version 18 (SPSS, Chicago, IL, USA), according to the model shown below: y_ijk_ = μ + D_i_ + P_j_ + (DP)_ij_ + e_ijk_, where μ is the overall mean, D_i_ is the diet treatment (*i* = 1–2), P_j_ is the fixed effect of period j (*j* = 1–2), (DP)_ij_ is the interaction between treatment and experimental period, and e_ijk_ is the random residual error. 

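Because each of the 4 cows received both diets, the interaction between diet and period on the arrays is the same contrast as cows 1 and 2 against cows 3 and 4. Each period was also hybridized on a slide of its own, so slide and period cannot be told apart. With these terms fitted in limma to all 21475 probes, 828 had a fold change of at least 1.5 and an unadjusted p under 0.05 for period, and 629 for the interaction. The residual had 4 degrees of freedom. The interaction lies between cows, while this fit treats the 2 arrays of a cow as independent. With limma on the mean of each cow, 532 probes passed for it, with 2 residual degrees of freedom and no adjusted p under 0.318.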

Significance was declared at *P* < 0.05, and a tendency was considered to exist at 0.05 ≤ *P* < 0.10. Differentially expressed genes (DEGs) were defined by genes whose fold-change in expression (the LC group vs. the HC group) was equal to or higher than 1.5-fold and *P* < 0.05. DEGs and heat-map analysis were performed by SAS software from SHANGHAI BIOTECHNOLOGY CORPORATION eBioService (http://www.ebioservice.com). For better understanding of DEGs, overrepresentation analysis of Gene Ontology (GO) terms and pathway in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was performed. Correlation analysis was performed using GraphPad Prism 5 software (Graphpad Software, San Diego, CA).

Data obtained from the in vitro cell culture experiment were analyzed by GLM procedure of SPSS Version 18 (SPSS, Chicago, IL, USA) to determine the effects of LPS and pH on the mRNA expression of cytokines, according to the model shown below: y_ijk_ = μ + L_i_ + P_j_ + (LP)_ij_ + e_ijk_, where μ is the overall mean, L_i_ is the fixed effect of LPS (*i* = 1–2 for dosage), P_j_ is the fixed effect of pH (*j* = 1–2), (LP)_ij_ is the fixed effect of the LPS treatment × pH, and e_ijk_ is the random residual error. Differences with *P* < 0.05 were considered significant.

## Results

### Ruminal pH, SCFA and LPS

The results presented here must be interpreted in light of the overall effects of HC feeding on rumen fermentation in the experimental cattle reported in Mao’s prior study [15]. Briefly, the ruminal pH of the HC-fed cattle was lower (*P* < 0.001) than that of the LC-fed cattle, and the duration of time for which the ruminal pH was less than 5.8 was about 5.1 h after the first feeding in the HC group. The HC feeding increased (*P* < 0.001 to *P* = 0.018) the concentrations of propionate (24.32 mmol/L vs. 20.39 mmol/L), butyrate (14.39 mmol/L vs. 11.28 mmol/L), valerate (7.27 mmol/L vs. 4.81 mmol/L), isovalerate (2.64 mmol/L vs. 2.08 mmol/L), total volatile fatty acid (124.85 mmol/L vs. 111.23 mmol/L), lactic acid (0.24 mmol/L vs. 0.18 mmol/L) and LPS (26,266.88 EU/mL vs. 14,741.13 EU/mL) compared with the LC group.

### Blood chemistry and hematology parameters

Compared with LC group, HC feeding led to an increase (*P* < 0.05) in white blood cells (WBC) and lymphocytes (Table 2), whereas HC treatments had no significant effects (*P* > 0.05) on the number of neutrophils and monocytes in blood. Concentrations of serum total protein, globulin, cholesterol and low density lipoprotein were lesser (*P* < 0.05) and the albumin concentration were greater (*P* < 0.05) in the HC group compared with the LC group. There were no differences (*P* > 0.05) in the urea nitrogen, glucose triglyceride, and high density lipoprotein between the two treatments.

**Table 2:** Mean values for blood chemistry and hematology for cows fed two different diets

Item	Diet			*P*-value		
	LC^a^	HC^b^	SEM	Diet	Day	Diet x Day
White blood cells, 10^12^/L	7.30	8.82	0.326	0.004	0.001	0.091
Neutrophils, 10^9^/L	2.27	2.58	0.171	0.212	0.412	0.164
Lymphocytes, 10^9^/L	3.81	4.90	0.242	0.005	<0.001	0.084
Monocytes, 10^9^/L	1.22	1.08	0.075	0.185	0.029	0.295
Total protein, g/L	85.16	78.55	1.537	0.006	0.091	0.484
Globulin, g/L	54.75	46.69	1.280	0.000	0.091	0.513
Albumin, g/L	30.40	31.86	0.350	0.008	0.295	0.306
Urea nitrogen, mmol/L	8.11	7.56	0.276	0.173	0.542	0.215
Glucose, mmol/L	3.48	3.45	0.074	0.804	0.474	0.234
Triglyceride, mmol/L	0.10	0.09	0.003	0.091	0.124	0.110
Cholesterol, mmol/L	2.40	2.04	0.106	0.024	0.594	0.857
Low density lipoprotein, mmol/L	0.39	0.32	0.024	0.045	0.431	0.958
High density lipoprotein, mmol/L	1.15	1.13	0.041	0.757	0.471	0.967

^a^Low-concentrate diet

^b^High-concentrate diet

x means the interaction between two factors

### Annotation of DEGs using Gene Ontology

To gain new insights into the underlying biological functions of DEGs, we used GO to analyze the identified DEGs. 

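The microarray data came from rumen papillae of 4 cows, each sampled on the LC diet (40% concentrate of dry matter) and on the HC diet (70%), on day 21 of the feeding period and 4 h after feeding. The LC group held cows 1 and 2 in period 1 and cows 3 and 4 in period 2, and the HC group held cows 3 and 4 in period 1 and cows 1 and 2 in period 2. Each sample was hybridized in a single colour to 1 array, with 4 arrays on a slide and no samples pooled. The authors deposited the scanner software's output, which gives each spot an intensity after background subtraction and no normalization between arrays, beside a table of normalized values. The scanner output was used here. Its median intensity was 92.1 to 132 in the LC group (4 arrays) and 100.8 to 123 in the HC group (4 arrays), and no spot was saturated. Control spots were removed, as were the 0 to 13 spots per array that the software marked as outliers. The log2 intensities were then quantile-normalized and the spots of each probe, mostly 2, were averaged, which gave 21475 probes. Per array, 16504 to 17427 probes (76.9 to 81.2%) were well above background by the software's own test. A fold change is not given for a probe that was well above background on no array. Where this holds for one diet only, an approximate lower bound is given. For it, signals of that diet were raised to the lowest signal well above background on their array. Some signals not well above background exceed that level, so the bound is not strict. The number of arrays limits the precision. Diet, period and their interaction were fitted with limma, and log2 fold changes are HC minus LC. A difference was counted with a fold change of at least 1.5 and an unadjusted p under 0.05, as the study defines it, and adjusted p values are Benjamini-Hochberg over all probes. Probes were linked to genes by RefSeq accession.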

GO is a well-documented and widely used annotation system that assigns molecular function, biological process, and cellular component information to gene products [22, 23]. 

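On the arrays, 784 of the 21475 probes had an unadjusted p under 0.05 for diet in limma. Of these, 198 also had a fold change of at least 1.5, with 106 higher and 92 lower in the HC group. No probe had an adjusted p under 0.05, and the smallest was 0.412. The 784 are a smaller share of the probes than the 0.05 that no diet effect would give on average. In 5 draws of data simulated from the arrays, with independent noise, 256 to 295 unchanged probes per draw passed both thresholds. That is more than the 198 here, so this count by itself is no evidence of a diet effect. A general linear model with the same terms and no moderation gave 891 probes with an unadjusted p under 0.05, 105 past both thresholds and 0 after adjustment. Over the settings tried, the count ranged from 8, with normexp background correction and an offset of 50, to 415, with the deposited table of normalized data. Among the 198 probes, 44 were well above background on all 8 arrays, 66 on 1 to 7 arrays and 88 (44.4%) on no array, against 16.2% on no array for all probes. There were 37 probes past both thresholds that changed the same way in all 4 cows and were measured on every array of a diet. Of these, the sequence BC102756 had a log2 fold change of 1.74 (standard error 0.67), with differences of 0.30 to 4.18 within the cows. Without the HC array of cow 1 it was 1.13 and no longer past the thresholds. SERPIND1 (NM_001105046) rose from a log2 signal of 4.01 ± 0.19 (SD, n = 4) to 5.15 ± 0.84 (SD, n = 4). The SERPIND1 log2 fold change was 1.14 (standard error 0.42). Its exact permutation p, two-sided, was 0.0286, the smallest that 4 arrays against 4 allow. The permutations of single genes exchange arrays freely and ignore the pairing by cow, so they cannot decide on a diet effect. The SERPIND1 log2 fold change ranged from 0.70 to 1.59 as each array was left out. Its call was kept under 15 of 27 other settings, against 16 for BC102756. With cow as a block, period and no moderation, chosen after seeing the data, the unadjusted p was 0.158. The sequence TC318587 rose from 3.00 ± 0.31 (SD, n = 4) to 4.08 ± 0.51 (SD, n = 4), a log2 fold change of 1.09 (standard error 0.27), with an exact permutation p of 0.0286. P2RY6 had a log2 fold change of 1.08, with 3 of the LC arrays well above background. CELA2A was well above background on no LC array. It was 1.78-fold higher with LC signals raised to the lowest signal well above background on their array. Over 27 other settings the CELA2A log2 fold change ranged from 0.07 to 1.25. In the deposited table, cow as a block, period and no moderation gave an unadjusted p of 0.216 for BC102756 and 0.0532 for TC318587. This fit gave 0.0951 for P2RY6 and 0.142 for CELA2A, so none of these calls was kept in it.

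Among the probes that were lower in the HC group, that of the sequence TC330449 had a log2 signal of 4.54 ± 1.15 (SD, n = 4) in the LC group and 3.44 ± 0.51 (SD, n = 4) in the HC group, where 3 of the arrays were well above background. The TC330449 log2 fold change was -1.10 (standard error 0.19), with an unadjusted p of 0.00104 from limma and an exact permutation p of 0.200. Without the interaction term in the fit, the unadjusted p was 0.0785. The sequence TC373876 had a log2 fold change of -0.99 (standard error 0.18), with an exact permutation p of 0.0286. HOXA2 also had a log2 fold change of -0.99, with 3 of the HC arrays well above background. Probe A_73_116557, to which no gene was linked, had a log2 fold change of -0.87 (standard error 0.21), also with 3 of the HC arrays well above background. CADPS (NM_001076020) had a log2 signal of 5.84 ± 0.44 (SD, n = 4) in the LC group and 4.98 ± 0.51 (SD, n = 4) in the HC group. Its log2 fold change was -0.86 (standard error 0.21), with an exact permutation p of 0.0571. The deposited table was also fitted with cow as a block, period and no moderation, chosen after seeing the data. The unadjusted p was then 0.0152 for TC330449 and 0.00615 for CADPS. It was 0.0757 for TC373876, 0.157 for HOXA2 and 0.102 for A_73_116557, so these calls were lost.

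**Figure D1:**
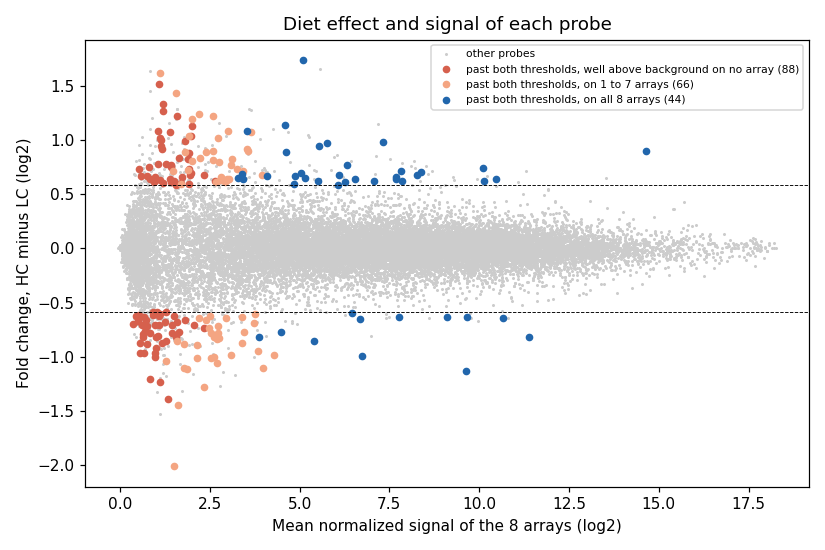
Log2 fold change of each probe (HC minus LC, vertical axis) against its mean normalized log2 signal over the 8 arrays (horizontal axis), with dashed lines at 1.5-fold. Of the 198 coloured probes, which pass both thresholds, 88 (red) were well above background on no array and lie at the lowest signals, 66 (orange) on 1 to 7 arrays and 44 (blue) on all 8.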

A total of 246 DEGs were detected (Additional file 2: Table S2), among them, 141 genes were significantly up-regulated and 105 genes were down-regulated in the HC group compared with the LC group (Fig. 1). Among these DEGs, 87, 77, and 74 DEGs were involved in molecular function, biological process, and cellular component, respectively (Table 3). Within molecular function, DEGs were mainly distributed in categories catalytic activity (31 genes) and binding (67 genes). For further analysis, most proportion of DEGs fell in category protein binding, hydrolase activity, ion binding and nucleic acid binding in GO molecular function. Enrichment analysis indicated category carbohydrate binding, auxiliary transport protein activity, channel regulator activity and cyclase regulator activity within molecular function were affected (*P* < 0.05) by the different diets. Within the cellular component, DEGs were mainly distributed in the categories cell (61 genes) and organelle (33 genes). Only two enriched categories (*P* < 0.05) were found in cellular component, namely extracellular region and extracellular region part. DEGs in the category biological process were mainly distributed in the categories cellular process (65), metabolic process (43 genes), biological regulation (41 genes) and regulation of biological process (37 genes). Our analysis indicated that 24 categories in biological process (at levels 2 and 3) were enriched and included genes associated with the following functions: establishment of localization in cell, immune response, cellular localization, cytokine production, immune system process, etc. (Table 3). The number of genes up- or down- regulated in each GO term and included genes within molecular function, biological process and cellular component is presented in Fig. 2 and Additional file 3: Table S3.

**Fig. 1:**
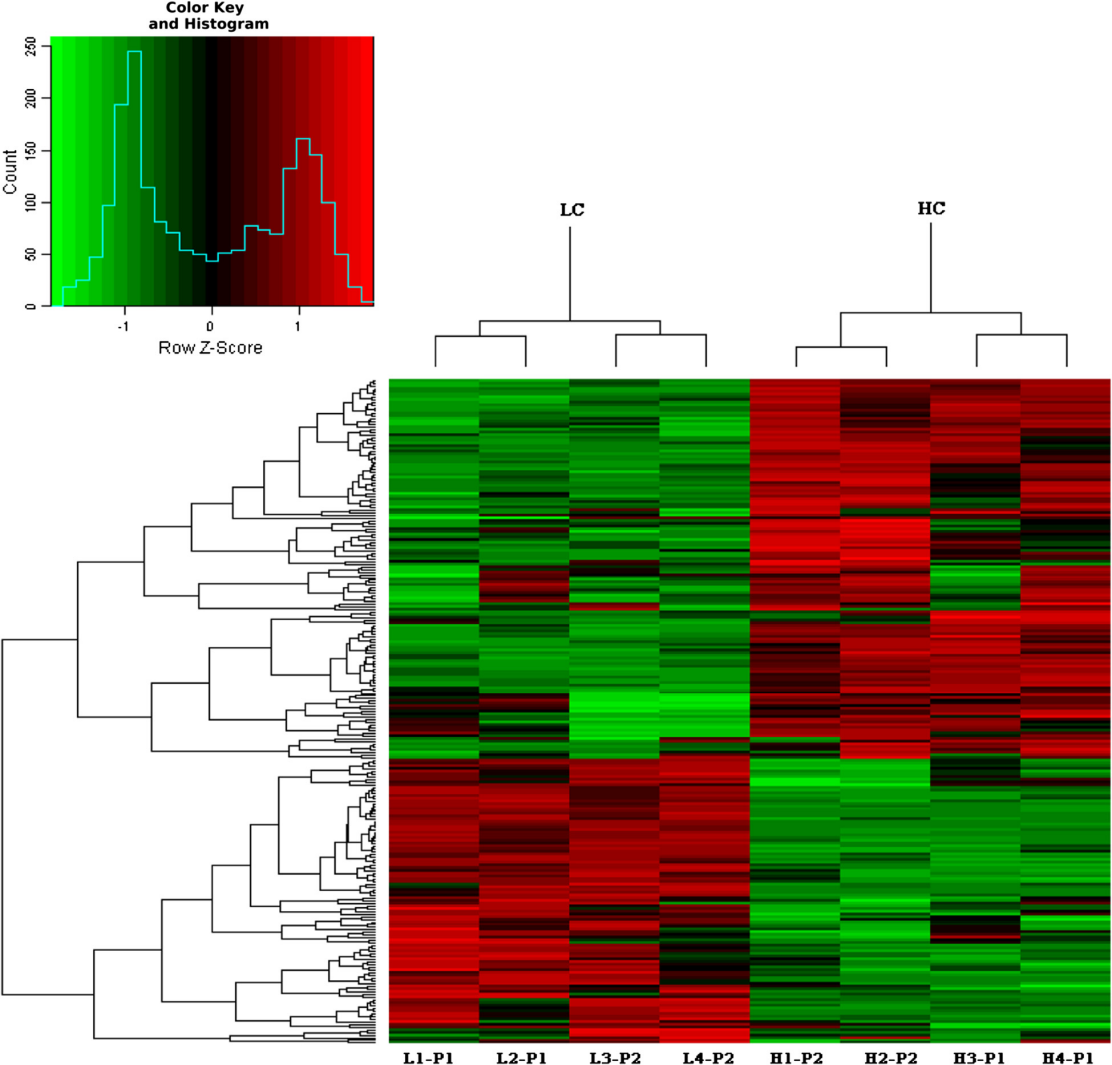
The hierarchical cluster analysis of DEGs. 246 differentially expressed (*P* < 0.05 and fold-change > 1.5) were included in the analysis. The red color indicated the high expression and the green color indicated low expression

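Of the 246 entries of Table S2, 105 (103 different accessions) were matched to probes by RefSeq accession, and the other 141 were not matched and are not analysed here. For the brightest probe of each accession, 99 of 103 changed in the direction Table S2 gives. A fold change of at least 1.5 was found for 49, an unadjusted p under 0.05 from limma for 36, and both for 28. With the deposited table of normalized data in place of the scanner output, both held for 76. These genes were chosen on the same arrays, so the directions are not independent evidence. Of the 103 probes, 26 were well above background on all 8 arrays and 54 on no array. In a principal component analysis of the 16030 probes well above background on all 8 arrays, the first component took 28.4% of the variance and the second 19%. On the first component the LC arrays lay between -24.7 and 32.9 and the HC arrays between -12.5 and 23.8, so the groups overlapped.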

**Table 3:** Enriched GO terms within molecular function, cellular component and biological process

GO ID	Level	Name	Hits	Enrichment test *p*-value	
GO:0030246	3	carbohydrate binding	5	0.026	MF
GO:0015457	2	auxiliary transport protein activity	2	0.046	MF
GO:0016247	3	channel regulator activity	2	0.046	MF
GO:0010851	3	cyclase regulator activity	1	0.045	MF
GO:0044421	2	extracellular region part	13	0.014	CC
GO:0005576	2	extracellular region	18	0.015	CC
GO: 0051649	3	establishment of localization in cell	15	0.001	BP
GO: 0006955	3	immune response	11	0.002	BP
GO: 0051641	3	cellular localization	15	0.003	BP
GO: 0001816	3	cytokine production	6	0.005	BP
GO: 0001776	3	leukocyte homeostasis	3	0.007	BP
GO: 0019725	3	cellular homeostasis	8	0.008	BP
GO: 0032879	3	regulation of localization	10	0.010	BP
GO: 0051239	3	regulation of multicellular organismal process	13	0.011	BP
GO: 0042330	3	taxis	4	0.011	BP
GO: 0002376	2	immune system process	13	0.012	BP
GO: 0051283	3	negative regulation of sequestering of calcium ion	2	0.016	BP
GO: 0032844	3	regulation of homeostatic process	3	0.025	BP
GO: 0001659	3	temperature homeostasis	2	0.028	BP
GO: 0051093	3	negative regulation of developmental process	8	0.038	BP
GO: 0006810	3	transport	25	0.040	BP
GO: 0051707	3	response to other organism	5	0.041	BP
GO: 0051235	3	maintenance of location	3	0.041	BP
GO: 0032501	2	multicellular organismal process	27	0.042	BP
GO: 0051234	2	establishment of localization	25	0.043	BP
GO: 0021700	3	developmental maturation	3	0.044	BP
GO: 0065008	3	regulation of biological quality	15	0.047	BP

*MF* Molecular Function, *CC* Cellular Component, *BP* Biological process

**Fig. 2:**
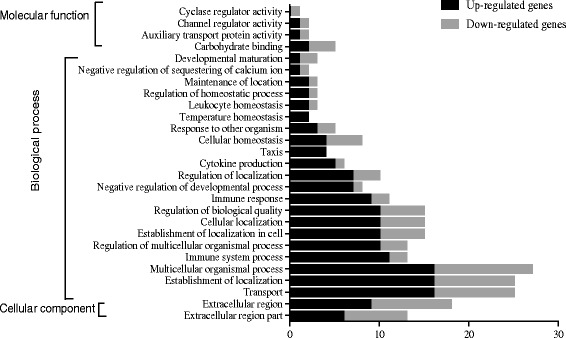
The distribution of DEGs in ontology terms for molecular function, biological process, and cellular component. The black bars indicated the number of up-regulated genes, while the grey bars indicated the number of down-regulated genes

### Assignments of DEGs based on KEGG

For increased understanding of the effects of the HC diet on rumen tissue functional changes, the identified DEGs were subjected to pathway analysis (Additional file 4: Table S4). Combined with enrichment analysis, 11 KEGG pathways were enriched (*P* < 0.05) by the diets (Fig. 3), including cytokine-cytokine receptor interaction (bta04060), graft-versus-host disease (bta05332), Jak-STAT signaling pathway (bta04630), intestinal immune network for IgA production (bta04672), type I diabetes mellitus (bta04940), hematopoietic cell lineage (bta04640), NOD-like receptor signaling pathway (bta04621), calcium signaling pathway (bta04020), chemokine signaling pathway (bta04062), prion diseases (bta05020) and allograft rejection (bta05330). 

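Table S4 assigns the genes to 66 pathways. Besides the genes of the cytokine-cytokine receptor interaction pathway, 9 genes are listed for the enriched pathways, and 4 of these had a probe matched by RefSeq accession. None of the 4 passed both thresholds. IRF9 (NM_001024506), listed for the Jak-STAT signaling pathway, was well above background on all 8 arrays. Its normalized log2 signal was 9.89 ± 0.31 (SD, n = 4) in the LC group and 10.57 ± 0.99 (SD, n = 4) in the HC group, a log2 fold change of 0.67 (standard error 0.48). The unadjusted p from limma was 0.207, the exact permutation p 0.229, and the signal was higher on HC in 4 of 4 cows, by 0.05 to 0.31 in cows 1 to 3 and by 2.22 in cow 4. Without the HC array of cow 4 the log2 fold change was 0.11, and without that of cow 3 it was 1.24 and past both thresholds. BOLA-DYA (NM_001012678), which Table S4 lists for the graft-versus-host disease and allograft rejection pathways among others, was well above background on no array. The enrichment test itself was not rerun.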

The number of up- or down- regulated DEGs involved in each KEGG pathway are presented in Fig. 3.

**Fig. 3:**
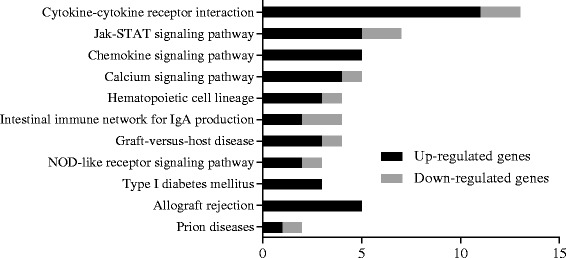
The distribution of DEGs in pathways, only enriched pathways were presented. The black bars indicated the number of up-regulated genes, while the grey bars indicated the number of down-regulated genes

### Functions of inflammatory cytokines in response to ruminal environment variations

Since cytokines always mediated inflammatory responses, the cytokine-cytokine receptor interaction pathway attracted our attention. Of the 13 DEGs involved in this pathway, 11 genes (such as *IL-1β*, *IL-2*, *CCL19*, *CCL8*, *CX3CR1*, *CXCL6*, *IL-22*, *INHBE*, *LEPR*, *PRL*, and *TNFRSF9*) were significantly up-regulated, and only two genes (*IL-6* and *IL15RA*) were significantly down-regulated in the HC group compared with the LC group. 

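Of the 13 genes, 12 had a probe matched by RefSeq accession, and INHBE was not matched. All 12 signals changed in the direction given for the gene, which is not independent evidence because the list was chosen on these arrays. CXCL6 and IL-1β passed both thresholds. An unadjusted p under 0.05 from limma was found for 3 genes (these 2 and CX3CR1), an adjusted p under 0.05 over all probes for 0, and adjusted over the list alone for 0, where the smallest was 0.0538. The count ranged from 0, with normexp background correction and in both 2-group fits, to 8 with the deposited table of normalized data, or 10 in that table with cow as a block, period, no moderation and the fold change rounded to 2 decimals, a setting chosen after seeing the data. Probes were well above background on all 8 arrays for 5 genes (CCL19, CCL8, CXCL6, IL15RA and IL-1β). They were so on no array for 6 genes (CX3CR1, IL-2, IL-22, IL-6, LEPR and PRL) and on 1 LC array for TNFRSF9, so no fold change is given for these. CXCL6 (NM_174300, an accession that the current reference names CXCL5) had a normalized log2 signal of 5.77 ± 0.43 (SD, n = 4) in the LC group and 6.45 ± 0.80 (SD, n = 4) in the HC group. The log2 fold change was 0.68 (standard error 0.18), a 1.60-fold higher signal, with an unadjusted p of 0.00897 from limma and an exact permutation p of 0.200. It was higher on HC by 1.99 and 1.35 in cows 1 and 2, and changed by -0.31 and -0.30 in cows 3 and 4. The former received HC in period 2 and the latter in period 1, so this split is also the contrast between the periods, for which the unadjusted p from limma was 0.00144. The call was lost without the LC array of cow 3, the HC array of cow 1 or the HC array of cow 4, with log2 fold changes of 0.55 to 0.57. IL15RA (XM_002692067) had a log2 signal of 4.78 ± 0.64 (SD, n = 4) in the LC group and 4.20 ± 0.66 (SD, n = 4) in the HC group. The IL15RA log2 fold change was -0.58 (standard error 0.35), with an unadjusted p of 0.148 from limma and an exact permutation p of 0.257. At the same 1.49-fold lower signal, short of the fold threshold, the unadjusted p was 0.00528 with cow as a block and period, 0.0356 with cow as a random block, and 0.0377 with cow as a block, period and no moderation, the last chosen after seeing the data. Without the HC array of cow 4 the log2 fold change was -0.86 and past both thresholds, and without that of cow 3 it was -0.30.

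**Figure D2:**
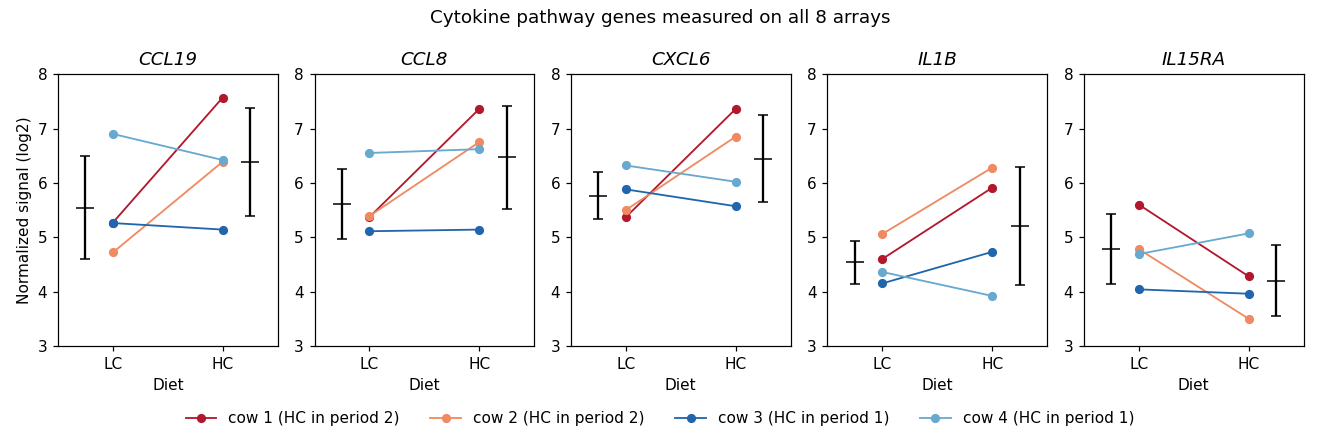
Normalized log2 signal (vertical axis) of the 5 genes measured on all 8 arrays, by diet. Points joined by a line are 1 cow on LC and HC, cows 1 and 2 in red and orange, cows 3 and 4 in blue, and the black dashes with bars are the mean ± SD of 4 arrays. For CCL19, CCL8 and CXCL6 the lines of cows 1 and 2, on HC in period 2, rise by 1.35 or more, and those of cows 3 and 4, on HC in period 1, change by -0.49 to 0.07.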

For further analysis, these 13 DEGs were classified as multi-functional genes that involved in more than two enriched KEGG pathways or GO terms (Table 4). It is worth noting that the inflammation-related genes *IL-1β*, *IL-2*, and *IL-6* were participated five, seven, and eight pathways, respectively. The three genes were simultaneously involved in four pathways or GO terms, namely graft-versus-host disease (bta05332), extracellular region (GO: 0005576), immune system process (GO: 0002376) and multicellular organismal process (GO: 0032501). 

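On the arrays, IL-1β (IL1B, NM_174093) had a normalized log2 signal of 4.54 ± 0.39 (SD, n = 4) in the LC group and 5.21 ± 1.09 (SD, n = 4) in the HC group. The IL1B log2 fold change was 0.67 (standard error 0.22), a 1.59-fold higher signal, with an unadjusted p of 0.0217 from limma and an exact permutation p of 0.314. The signal on HC was higher by 1.31, 1.22 and 0.58 in cows 1, 2 and 3 and changed by -0.44 in cow 4. For period, the unadjusted p was 0.0338. The HC signals were 5.91 and 6.28 in cows 1 and 2 (period 2) and 4.73 and 3.92 in cows 3 and 4 (period 1), and the interaction of diet and period had an unadjusted p of 0.00155 from limma. Adjusted over the 17 named genes measured on all 8 arrays, it was 0.0263. This contrast lies between cows, while the fit treats the 2 arrays of a cow as independent. With limma on the mean of each cow, the unadjusted p was 0.0042, and 0.0714 adjusted over the same 17 genes. Without the interaction term, the fit of diet and period left IL-1β short of the thresholds at the same fold change, as did the general linear model without moderation. With cow as a block and period the unadjusted p for diet was 0.0217, but it was 0.0859 with cow as a block without period, 0.0856 with cow as a random block, and 0.121 with cow as a block, period and no moderation, the last chosen after seeing the data. The call was also lost without the LC array of cow 1 (log2 fold change 0.55) or cow 3 (0.62), or the HC array of cow 2 (0.58) or cow 3 (0.47). The probe of IL-2 (NM_180997) was well above background on no array, and in the deposited table of normalized data 2 of its 8 values equalled the mean of the other 3 arrays of the diet.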

Due to the importance of multi-functional genes, the expression of *IL-1β* (up-regulated), *IL-2* (up-regulated) and *IL-6* (down-regulated) was validated by qRT- PCR (Table 5).

**Table 4:**
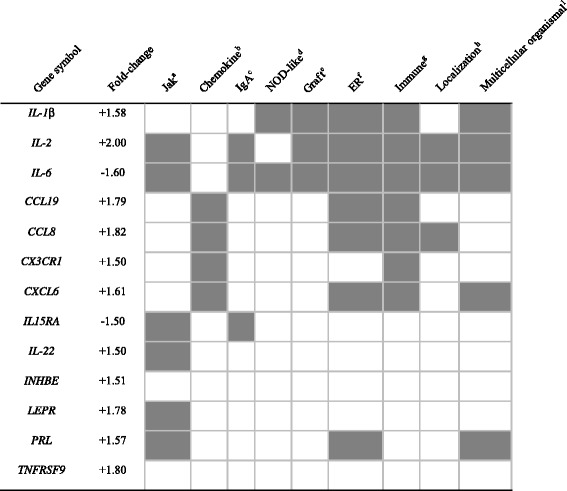
Relationships between DEGs involved in Cytokine-cytokine receptor interaction and other enriched pathways

The grey indicated that this gene was also included in this pathway

^a^Jak-STAT signaling pathway (bta04630)

^b^Chemokine signaling pathway (bta04062)

^c^Intestinal immune network for IgA production (bta04672)

^d^NOD-like receptor (bta04621)

^e^Graft-versus-host disease (bta05332)

^f^Extracellular region part (GO: 0044421)

^g^Immune system process (GO: 0002376)

^h^Establishment of localization (GO: 0051234)

^i^Multicellular organismal (GO: 0032501)

**Table 5:** Validation of microarray gene expressions (*IL-1β*, *IL-2* and *IL-6*) using Realtime-PCR method

Gene symbol	qRT-PCR relative expression			Microarray expression	
	LC	HC	*P*-value	fold change	*P* value
*IL-1β*	1.15 ± 0.164	2.40 ± 0.159	*P* < 0.05	+1.58	*P* < 0.05
*IL-2*	0.80 ± 0.142	1.58 ± 0.135	*P* < 0.05	+2.20	*P* < 0.05
*IL-6*	1.31 ± 0.010	0.66 ± 0.068	*P* < 0.05	- 1.76	*P* < 0.05

### The relationship between the ruminal pH, LPS levels, and cytokines mRNA expression level

To explore whether there were possible relationships between the cytokines’ mRNA expression level and ruminal factors (pH and LPS), correlation analysis was conducted (Fig. 4). Results revealed that ruminal pH exhibited a positive correlation (*P* < 0.05) with *IL-1β* and *IL-2* mRNA expressions but a negative correlation (*P* < 0.05) with *IL-6* mRNA expression. There was a trend toward correlation (*P* = 0.067) and a negative correlation (*P* < 0.05) between the concentration of ruminal LPS and *IL-1β*, *IL-6* relative mRNA expression, respectively. However, no significant correlation between ruminal LPS and *IL-2* mRNA expression was observed.

**Fig. 4:**
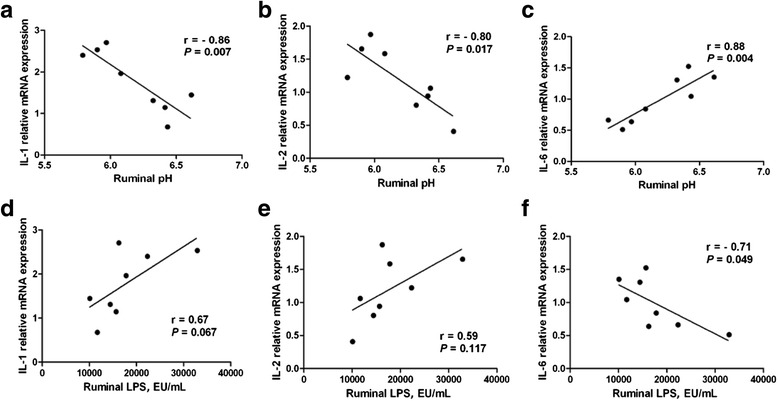
Correlations between cytokine mRNA expression (derived from Realtime-PCR) and ruminal factors. **a**-**c**: Correlation analysis between *IL-1*, *IL-2*, *IL-6* relative mRNA expressions and ruminal pH. **d**-**f**: Correlation analysis between *IL-1*, *IL-2*, *IL-6* relative mRNA expressions and ruminal LPS

### Effects of pH and LPS on selected cytokines’ mRNA expression in cultured ruminal epithelial cells

As shown in Table 6, the effects of pH and LPS on these pro-inflammatory mediators in vitro appear to be selective. There was no significant interaction (*P* < 0.05) in the expression of *IL-1β*, *IL-2*, *IL-6*, *IL-8*, *IL-12* and *TNF-α* between LPS and pH. Compared with the control group (group pH = 7.4), the mRNA expression of *IL-1β*, *IL-2*, *IL-6*, and *IL-8* increased (*P* < 0.05) after the LPS treatment. However, the mRNA expression of *IL-12* and *TNF-α* in the cultured ruminal epithelial cells remained unchanged (*P* > 0.05) between the control and LPS treatment groups. Low-pH treatment significantly elevated (*P* < 0.05) the mRNA expression of *TNF-α*, and had no significant effects (*P* > 0.05) on the mRNA expression of *IL-1β*, *IL-2*, *IL-6* and *IL-8* compared with the control group.

**Table 6:** The relative expression of cytokines after low pH and lipopolysaccharides treatments in vitro

Genes	pH 7.4		pH 5.5		SEM	*P* value		
	0	LPS, 10 μg/mL	0	LPS, 10 μg/mL		pH	LPS	pH x LPS
*IL-1β*	1.13	2.75	0.62	2.36	0.259	0.104	0.001	0.103
*IL-2*	1.08	2.06	0.81	2.91	0.280	0.357	0.001	0.093
*IL-6*	0.91	1.66	1.43	1.62	0.106	0.107	0.007	0.068
*IL-8*	0.89	4.34	1.46	3.23	0.455	0.551	<0.001	0.088
*IL-12*	1.04	1.25	0.65	0.94	0.115	0.153	0.292	0.847
*TNF*	0.87	1.62	2.04	2.57	0.255	0.031	0.155	0.783

x which means the interaction between two factors

## Discussion

The overall goal of this study was to characterize the profile of gene expression especially target genes associated with inflammation after SARA challenge in vivo, and to ascertain to find out how environmental factors in rumen affect the mRNA expression of these cytokines in vitro. Therefore, defining SARA was imperative. The ruminal pH, SCFA, and LPS data have been reported previously by our team [15], and the duration time for ruminal pH below 5.8 was about 5.1 h in the HC group during the diurnal period, and the a higher LPS level was observed in the HC group, suggesting that SARA was successfully induced in cows fed the HC diet. Many studies have confirmed that the grain based-SARA challenge can cause translocation of lipopolysaccharide and triggers systemic inflammation leading to an increase in acute phase proteins in blood [7, 24, 25]. In the present study, we cannot absolutely certify the occurrence of systemic inflammation in cows fed HC diet in the absence of detecting acute phase proteins or inflammatory cytokines in blood, as our research centred on local inflammation of the rumen epithelium. However, the increase in the serum white blood cells, lymphocytes, and albumin and the decrease in total protein and globulin in HC-fed cows, indicating that the inflammatory responses may be activated and the synthesis ability of globulin and albumin in liver were affected by HC feeding [26, 27].

In the present study, the analyses of GO categories revealed that most changes centralized in biological processes. In this category, our study showed that GO terms transport, establishment of localization, and cellular localization were enriched by the HC feeding, and these terms were defined as the process or result of the movement of a cell, substance or cellular entity, such as a protein complex or organelle, to a specific location. Considerable evidence has accumulated describing the changes in ruminal epithelial nutrient and ion transport (VFA, glucose, Na^+^), as well as the gene expression of transporters regulating these processes during the adaptation of HC diets [28]. Moreover, HC feeding also induced accelerated differentiation and cellular migration in the stratum basale, spinosum and granulosum layers of the rumen epithelium [14]. It is well established that rumen fermentation profile altered dramatically in response to highly fermentable diets; therefore the transports of these substances and cellular migrations may be driven or stimulated by ruminal fermentation products, and the exact mechanism warrants further exploration. In addition, our study also showed that GO term immune system process and its child terms leukocyte homeostasis and immune response were enriched by the different diet treatments. Indeed, several studies have confirmed that immune system is involved in the adaptation of the rumen epithelium to HC diets, and these immune responses are thought to be initiated from the stimulation of ruminal microbiota or toxin compounds [29, 30]. Correspondingly, the present study demonstrated that the level of some harmful or pro-inflammatory compounds such as LPS, biogenic amines, ethanolamine and glutaric acid in rumen were elevated in the cows fed HC diet (data not published). It is noticeable that a certain degree of immune response may be the self-protective behavior which prevents the further ruminal epithelial injury, and thus, future studies should evaluate the relationship between the degree of immune response and the severity of ruminal acidosis, as well as the process of local inflammation in the rumen epithelium.

To date, relatively little information is available about the global effects of HC feeding on the molecular functions and pathways of the ruminal epithelium. However, a recent study revealed that the alteration of multiple pathways including calcium signaling pathway, gap junction, and Jak-STAT signaling pathway contributes to the changes in ruminal fermentation induced by HC diets [31]. Consistent with the above report, calcium signaling pathway and Jak-STAT signaling pathway were both found enriched in the present study. 

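Of the genes that Table S4 lists for the calcium signaling pathway, DRD1 (NM_174042) and MYLK2 (NM_001083719) had a probe matched by RefSeq accession. DRD1 was well above background on 1 LC array and on 0 HC arrays, and MYLK2 on 0 of the 8 arrays, so no difference between the diets could be measured for them. HTR7, PLCB4 and RYR3 were not matched to a probe.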

Enriched calcium pathway in the present study also supported and confirmed the previously observed physiological change that HC feeding clearly altered calcium transport [32], and this alteration in the rumen epithelium may be associated with the stimulation of accumulated VFA in the rumen [33]. Thus, some calcium-dependent events occurred in the rumen epithelium, such as cytokine release and signal transduction process may be affected when cows were fed HC diets. Jak-STAT pathway is one of a handful of pleiotropic cascades used to transduce a multitude of signals for development and homeostasis in mammals [34]. Jak-STAT signaling pathway was reported to be closely related with the activation of inflammation, and the activate JAK and STAT proteins usually played a positive role in inflammation progresses [35]. 

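Among the genes that encode JAK kinases and STATs, the 4 given here had a probe matched by RefSeq accession and were well above background on all 8 arrays. TYK2 (NM_001113764) had a normalized log2 signal of 10.29 ± 0.07 (SD, n = 4) in the LC group and 10.37 ± 0.08 (SD, n = 4) in the HC group. STAT3 (NM_001012671) had 11.85 ± 0.31 (SD, n = 4) and 11.86 ± 0.37 (SD, n = 4). STAT5A (NM_001012673) had 4.19 ± 0.20 (SD, n = 4) and 4.12 ± 0.11 (SD, n = 4), and STAT5B (NM_174617) 7.40 ± 0.35 (SD, n = 4) and 7.54 ± 0.21 (SD, n = 4). The log2 fold changes were 0.08, 0.01, -0.06 and 0.14 in this order, with unadjusted p values from limma of 0.364 to 0.964, and 0 of the 4 passed the thresholds here or under the 27 other settings. TYK2 was higher on HC in 4 of 4 cows, by 0.07 to 0.09. For the TYK2 log2 fold change, the unadjusted p was 0.373 with cow as a block and period in limma. Without moderation, chosen after seeing the data, the same terms gave 0.00367, at a fold change far below 1.5. The sign for STAT3 changed with scaling to the 75th percentile, with normexp background correction, and without the LC array of cow 2 or cow 4 or the HC array of cow 1 or cow 3, and that for STAT5A without the LC array of cow 3. JAK1, JAK2 and JAK3 were not matched to a probe and are not analysed here.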

In the present study, even though the key genes encoded JAK kinases (JAK1, JAK2, JAK3 and Tyk2) and STATs were not changed, enriched Jak-STAT signaling pathway may to some extent reflect that the functional homeostasis of rumen epithelium were impaired after HC feeding.

In the present study, aside from the changes in Calcium signaling pathway and Jak-STAT signaling pathway, inflammation related pathways including Cytokine-cytokine receptor interaction and Chemokine signaling pathway were also enriched by the different diet treatments. Inflammation is a complex set of synergistic actions of inflammatory mediators (such as cytokines, chemokines, and nitric oxide) and immune cells (such as macrophages, lymphocytes, and monocytes), as the first response of the immune system to infection or tissue injury [36, 37]. Although some review articles reported HC feeding may lead to rumenitis [3, 38] local inflammation in the rumen epithelium, there is still a lack of understanding of how inflammatory-related genes respond to HC diet at the molecular level. Our study revealed that the expression of genes found in cytokine-cytokine receptor pathway, including *IL-1β*, *IL-2*, *IL-22*, *CCL19*, *CCL8*, *CX3CR1*, *CXCL6*, *INHBE*, *LEPR*, and *PRL*, were up-regulated in HC-fed cows; only *IL-6* and *IL-15RA* were down-regulated. It was well known that *IL-1β*, *IL-2* and *IL-22* have the potential to stimulate pro-inflammatory responses, and mediated inflammatory diseases [39]. Therefore, the higher expression of *IL-1β*, *IL-2* and *IL-22* mRNA in the rumen epithelium indicates that local inflammation might occur in the rumen epithelium of the HC group. 

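The probe of IL-22 (NM_001098379) was well above background on none of the 8 arrays, as was that of IL-2, so the arrays give no fold change for these 2 genes. In the deposited table of normalized data, 2 of the 8 values of IL-22 equalled the mean of the other 3 arrays of the diet. Under none of 27 other settings did IL-22 pass both thresholds. With the fold change rounded to 2 decimals before the threshold, chosen after seeing the data, it did in the deposited table with cow as a block, period and no moderation. IL-2 passed them under 5 of the 27, and IL-1β, which was well above background on all 8 arrays, under 12. From the higher expression of these genes, the paper proposes that local inflammation of the rumen epithelium might occur in the HC group.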

Chemokines are chemotactic cytokines that can participate in regulating inflammatory leukocyte recruitment, lymphocyte recruitment and homing [40]. Chemokines were categorized as inflammatory or homeostatic chemokine according to the functional role. Results from previous studies indicated that bovine mammary epithelial cells can express *CXCL6* (also called *GCP2*) and *CCL8* (also called *MCP2*) in response to certain bacterial cell components during the simulation course of mastitis in vitro [41, 42]. In addition, CX3CR1, the receptor of chemokine CX3CL1, was also classified as an inflammatory chemokine [43]. 

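On the arrays, CCL19 (NM_001034345) had a normalized log2 signal of 5.54 ± 0.95 (SD, n = 4) in the LC group and 6.38 ± 0.99 (SD, n = 4) in the HC group. The CCL19 log2 fold change was 0.84 (standard error 0.50), a 1.79-fold higher signal, with an unadjusted p of 0.140 from limma and an exact permutation p of 0.343. The signal on HC was higher by 2.30 and 1.67 in cows 1 and 2 and changed by -0.11 and -0.49 in cows 3 and 4. CCL8 (NM_174007) had 5.60 ± 0.64 (SD, n = 4) in the LC group and 6.47 ± 0.94 (SD, n = 4) in the HC group. The CCL8 log2 fold change was 0.86 (standard error 0.44), a 1.82-fold higher signal, with an unadjusted p of 0.0931 from limma and an exact permutation p of 0.229. It was higher on HC in 4 of 4 cows, by 2.00 and 1.36 in cows 1 and 2 and by 0.03 and 0.07 in cows 3 and 4. Cows 1 and 2 received HC in period 2 and cows 3 and 4 in period 1, and the unadjusted p for period from limma was 0.0597 for CCL19 and 0.109 for CCL8. Neither change passed both thresholds. With cow as a block beside diet and period both did, at the same fold changes, and without the LC array of cow 4 both did, at log2 fold changes of 1.25 and 1.22. CCL8 also passed without the HC array of cow 3, at 1.23. With other arrays left out, the changes fell below 1.5-fold: without the LC array of cow 3 (0.43 for CCL19 and 0.50 for CCL8) or the HC array of cow 4 (0.52 and 0.50), and that of CCL19 also without the HC array of cow 1 (0.55). The probe of CX3CR1 (NM_001102558) was well above background on no array.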

In the present study, up-regulated genes (*CCL19*, *CCL8*, and *CX3CR1*) were observed in HC-fed cows, further indicating that local inflammation in the rumen epithelium might be triggered.

Inflammation may be the interaction result of multiple pathways or biological processes. In this study, the GO term immune system process was enriched in the HC group, and most affected inflammatory cytokines such as IL-1β, IL-2 and IL-6 were also in the category immune system process, indicating that the immune system activation might be involved in the adaptation of the rumen epithelium to the HC diet. Of the affected pro-inflammatory cytokines, there is a paucity of information on the expression of IL-1β in ruminants fed HC diet. However, IL-1β has been shown to increase the permeability of the intestinal tight junctions of Caco-2 cells [44]. If IL-1β acts similarly in the rumen epithelium, the interleukin may play a role in reducing the barrier function of the rumen epithelium in cattle fed the HC diet. Previous studies showed that inducers of *IL-1β* expression in the gut include hyperosmolarity, T and B cells, LPS, and other interleukin proteins [44, 45] indicating that these factors may have played a role in IL-1β up-regulation in cattle fed high grain diets. This is also consistent with our in vitro results that LPS treatment significantly increased the expression of *IL-1β*. The role of IL-2 in the inflammatory process is complex and involves pro-inflammatory as well as regulatory aspects, and dysregulation seem to contribute to various immune system-related diseases in humans [46, 47]. A previous study showed that the aberrant production of IL-2 can disrupt primary human T lymphocytes function by leading to the loss of T cell anergy and induction of autoimmunity [48]. Thus, it is reasonable to postulate that an increase in the expression of *IL-2* during HC feeding might have a negative impact on the innate immune response in the rumen epithelium. IL-6 is a multifunctional, pleiotropic cytokine involved in regulating immune responses, acute-phase responses and inflammation [49, 50]. Previous studies revealed that IL-6 is involved in tissue repair and cytoprotection in the human gut, and preventing IL-6 production could favor wound healing and remodelling following injury [39, 50, 51]. 

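The probe of IL-6 (NM_173923) was well above background on none of the 8 arrays, so no fold change is given for it. In the deposited table of normalized data, 1 of its 8 values equalled the mean of the other 3 arrays of the diet. With that table in place of the scanner output, the IL-6 probe passed both thresholds, and with such values set back to those of the scanner output, an alternative chosen after seeing the data, it did not. In the scanner output it passed them only without the LC array of cow 4.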

In this study, the true cause of the observed effects in the down-regulation of *IL-6* mRNA in the HC group is unclear. Nevertheless, since the reduction of pro-inflammatory cytokines such as IL-1β, IL-6, and TNF-α can reduce the length and severity of the immune response [52], it follows that decreasing the expression of IL-6 during HC feeding can have beneficial effects.

To validate the results of the in vivo experiment and get a better understanding of the inflammation response during HC feeding, the rumen factors (LPS and low pH) which are most associated with SARA were selected for the in vitro experiment. In vitro, the mRNA expression of tested pro-inflammatory mediators *IL-1β*, *IL-2*, and *IL-8* was up-regulated after LPS was stimulated. These results further strengthened the well-documented theory of the pro-inflammation ability of LPS, and demonstrated that the higher levels of LPS in rumen fluid during HC feeding could contribute to local inflammation in the rumen epithelium. Our in vitro results also showed that the expression of *IL-6* mRNA was increased by the LPS challenge, and this is not consistent with the down-regulation results observed in vivo in the present study. These differences indicate that *IL-6* mRNA expression might be affected by factors other than LPS. Indeed, recent progress in the understanding of the role butyrate plays in inflammation confirmed that n-butyrate can down-regulate the level of IL-6 during LPS-induced inflammation response but not affect the level of TNF-α [41]. In this study, a higher concentration of butyrate was observed in the HC group compared with the LC group. Therefore, the stimulation effect of LPS on the production of IL-6 might be concealed by the inhibition effect of butyrate, and this might finally result in the lower mRNA expression of *IL-6* observed in the in vivo tests.

Although it has been well known that feeding dairy cows diets containing high proportions of grain is associated with a rapid decline in ruminal pH, and low ruminal pH can lead to rumenitis and eventually to ruminal parakeratosis, erosion, and ulceration of the rumen epithelium [30], there is little information on the effects of extracellular pH on rumen immune function. Clinical studies of organic acidosis in humans revealed clinical acidaemias are usually accompanied by immune deficiency, including a decrease in white cell numbers, globulins, and mitogenic responses, a diminution of the inflammatory response and delayed phagocytosis [53]. In this study, our findings revealed that low-pH treatment significantly elevated the mRNA expression of gene *TNF-α* compared with the high pH group. These results suggest that lower pH may contribute to local inflammation of the rumen epithelium by up-regulating certain genes. However, the mechanism underlying the up-regulation of *TNF-α* expression induced by lower pH during HC feeding is unclear, and more research is needed to evaluate the effects of extracellular pH on the immunity function of the rumen epithelium.

## Conclusions

Our findings revealed that the biological functional changes in the rumen epithelium were mainly focused on biological processes in dairy cattle fed a high-concentrate diet, and the local inflammation response was triggered during HC feeding in the present study. The lower pH and high level of LPS in rumen during HC feeding may play an important role in the process of local inflammation in the rumen epithelium, and their pro-inflammatory effects may weaken the permeability barrier of the rumen epithelium. Future research is required to explore the mechanism of rumen epithelium inflammation as well as the role of lower ruminal pH in the damage to the rumen tissue of dairy cattle during SARA.

## Abbreviations

DEGs, differentially expressed genes; HC, high-concentrate; Hp, haptoglobin; LC, low-concentrate; SAA, serum amyloid A; SARA, subacute ruminal acidosis; TMR, a total mixed ration; VFA, volatile fatty acids

## Additional files

Additional file 1: Table S1. Ingredients and chemical composition of diets. (DOCX 17 kb) Additional file 2: Table S2. List of differentially expressed genes. (PDF 254 kb) Additional file 3: Table S3. Enriched GO terms (only significantly enriched GO terms were listed). (PDF 20 kb) Additional file 4: Table S4. DEGs were assigned to KEGG pathway.

# Supplementary material for: High-concentrate feeding upregulates the expression of inflammation-related genes in the ruminal epithelium of dairy cattle
**Source:** J Anim Sci Biotechnol. 2016 Jul 29;7:42. doi: 10.1186/s40104-016-0100-1
**Supplement:** Additional file 1: Table S1. — Ingredients and chemical composition of diets.

Table S1 Ingredients and chemical composition of diets.

| Ingredients (% of DM)^a^ | LC | HC |
| --- | --- | --- |
| Alfalfa hay | 27.00 | 12.00 |
| Leymus chinensis | 3.00 | 4.00 |
| Straw | 0.00 | 4.00 |
| Maize silage | 30.00 | 10.00 |
| Maize | 20.00 | 45.00 |
| Wheat bran | 0.00 | 1.40 |
| Soybean meal | 10.85 | 15.00 |
| cottonseed meal | 6.00 | 5.00 |
| Calcium carbonate | 0.40 | 0.85 |
| Calcium hydrogen phosphate | 0.75 | 0.75 |
| Sodium bicarbonate | 0.75 | 0.75 |
| Sodium chloride | 0.50 | 0.50 |
| Dairy premix^b^ | 0.75 | 0.75 |
| Nutrient composition (% of DM) | | |
| NEL(Mcal kg^-1^ of DM) | 1.54 | 1.71 |
| Crude protein (CP) | 15.8 | 15.8 |
| Neutral detergent fiber (NDF) | 34.9 | 24.7 |
| Acid detergent fiber | 23.0 | 13.2 |
| Non-fiber carbohydrates (NFC) | 36.1 | 46.3 |
| Calcium | 0.88 | 0.82 |
| Phosphorous  Starch^c^ | 0.51  13.57 | 0.53  30.36 |

^a^ Fed as TMR.

^b^ Contained Na, 0.24%; K, 0.5%; S, 0.2%; Zn, 4,000 mg/kg; Cu, 1,000 mg/kg; Mn, 2,500 mg/kg; I, 64 mg/kg; Co, 5 mg/kg; vitamin A, 1,000,000 IU/kg; vitamin D, 110,000 IU/kg, and vitamin E, 6000,000 IU/kg.

LC= low concentrate diet, HC= high concentrate diet

^c^Not determined, values were calculated

# Supplementary material for: High-concentrate feeding upregulates the expression of inflammation-related genes in the ruminal epithelium of dairy cattle
**Source:** J Anim Sci Biotechnol. 2016 Jul 29;7:42. doi: 10.1186/s40104-016-0100-1
**Supplement:** Additional file 2: Table S2. — List of differentially expressed genes.

Table S2 List of differentially expressed genes

| GeneBankAcc  | Symbol    | <i>P</i> value | FC    | Description                                                |
|--------------|-----------|----------------|-------|------------------------------------------------------------|
| XM_590017    | LOC512493 | 0.048          | -1.70 | similar to KIAA2022 protein                                |
| XM_865303    | LOC614010 | 0.047          | -2.13 | PREDICTED: Bos taurus similar to fatty acid desaturase 2   |
| EE959717     | K40110A   | 0.005          | -1.75 | FNM Bos taurus cDNA clone K4011 5-                         |
| XM_002692067 | IL15RA    | 0.026          | -1.50 | interleukin 15 receptor, alpha                             |
| NM_001025332 | FABP2     | 0.029          | -2.31 | fatty acid binding protein 2, intestinal                   |
| NM_175715    | ADCYAP1R1 | 0.034          | -1.50 | adenylate cyclase activating polypeptide 1 receptor type I |
| XM_616648    | TDRD1     | 0.024          | 1.73  | tudor domain containing 1                                  |
| NM_001034252 | FBXL21    | 0.002          | -1.58 | Bos taurus F-box and leucine-rich repeat protein 21        |
| EE892165     | A79630A   | 0.022          | 2.93  | FFB Bos taurus cDNA clone A7963 5-                         |
| XM_001789260 | ROR1      | 0.022          | 1.61  | receptor tyrosine kinase-like orphan receptor 1            |
| NM_001025348 | SPINK1    | 0.010          | -2.08 | serine peptidase inhibitor, Kazal type 1                   |
| NM_001206380 | SLC12A5   | 0.010          | -2.37 | solute carrier family 12, member 5                         |
| NM_001102095 | CCDC85A   | 0.015          | 2.22  | coiled-coil domain containing 85A                          |
| NM_001192816 | LGI2      | 0.011          | -1.77 | leucine-rich repeat LGI family, member 2                   |
| XM_866198    | LOC614634 | 0.030          | -1.70 | similar to glutamate receptor delta-1 subunit              |
| NM_001101973 | TMPRSS4   | 0.050          | 1.55  | transmembrane protease, serine 4                           |
| XM_604089    | GPR176    | 0.009          | 1.76  | G protein-coupled receptor 176                             |
| NM_001078060 | DMRT1     | 0.003          | -2.20 | doublesex and mab-3 related transcription factor 1         |
| CB433840     |           | 0.045          | -1.67 | MARC 6BOV Bos taurus cDNA 3-                               |
| NM_001102190 | RIMS2     | 0.023          | 1.65  | regulating synaptic membrane exocytosis 2                  |
| NM_001192873 | HOXC11    | 0.008          | -7.83 | homeobox C11                                               |
| XM_581197    | TSC2      | 0.018          | -2.39 | similar to tuberous sclerosis 2                            |
| BI538290     | CPLX2     | 0.037          | -2.17 | MARC 4BOV Bos taurus cDNA 5-                               |
| CB423555     |           | 0.013          | -1.50 | MARC 6BOV Bos taurus cDNA 5-                               |
| BC134447     | TP53RK    | 0.021          | 1.50  | TP53 regulating kinase                                     |
| XM_002698016 | ACSM4     | 0.042          | -2.27 | acyl-CoA synthetase medium-chain family member 4           |
| XM_002688104 | LOC511618 | 0.021          | 2.77  | similar to rCG28550                                        |
| NM_001075662 | SDS       | 0.049          | 4.74  | serine dehydratase                                         |
| NM_001076092 | DZIP3     | 0.043          | 1.54  | DAZ interacting protein 3, zinc finger                     |

|              |           |       |       |                                                                           |
|--------------|-----------|-------|-------|---------------------------------------------------------------------------|
| BI848985     | ALOX15    | 0.043 | 1.54  | MARC 2BOV Bos taurus cDNA 5-                                              |
| NM_001076303 | COLEC11   | 0.046 | -1.53 | collectin sub-family member 11                                            |
| EE911885     | A47701A   | 0.029 | -1.66 | FFB Bos taurus cDNA clone A4770 3-                                        |
| NM_001206185 | SEMA7A    | 0.050 | 1.54  | semaphorin 7A, GPI membrane anchor                                        |
| NM_174177    | SCIN      | 0.040 | 1.50  | scinderin                                                                 |
| XM_601937    | LOC523635 | 0.032 | 1.52  | similar to UPF0183 protein                                                |
| NM_174786    | GUCA1B    | 0.000 | -2.16 | guanylate cyclase activator 1B (retina)                                   |
| EU581635     | FIGLA     | 0.003 | 1.83  | folliculogenesis specific basic helix-loop-helix                          |
| NM_001098075 | SCNN1B    | 0.045 | 1.51  | sodium channel, nonvoltage-gated 1, beta                                  |
| NM_001080369 | MGC139448 | 0.044 | 1.92  | hypothetical protein LOC787473                                            |
| NM_174446    | RAB3A     | 0.013 | -1.78 | RAB3A, member RAS oncogene family                                         |
| NM_001079771 | SMOC1     | 0.015 | -2.15 | SPARC related modular calcium binding 1                                   |
| NM_001205915 | SMG1      | 0.020 | 1.62  | smg-1 homolog, phosphatidylinositol 3-kinase-related kinase               |
| XM_600422    | LOC522147 | 0.050 | -1.61 | similar to obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF |
| NM_001083719 | MYLK2     | 0.045 | 1.72  | myosin light chain kinase 2                                               |
| NM_001015680 | NAPEPLD   | 0.026 | 1.61  | N-acyl phosphatidylethanolamine phospholipase D                           |
| NM_001191378 | KCND3     | 0.044 | -1.75 | potassium voltage-gated channel, Shal-related subfamily, member 3         |
| CB535104     | 768488    | 0.002 | 1.92  | MARC 6BOV Bos taurus cDNA 3-                                              |
| NM_174292    | CRYGS     | 0.015 | 1.51  | crystallin, gamma                                                         |
| NM_001075746 | GBP5      | 0.043 | 1.50  | guanylate binding protein 5                                               |
| ENSBTAT0000  | TCN1      | 0.047 | 3.15  | transcobalamin I (vitamin B12 binding protein, R binder family)           |
| XM_580797    | MUC20     | 0.034 | 1.54  | mucin 20, cell surface associated                                         |
| XM_870023    | EFNB3     | 0.020 | 2.49  | ephrin-B3                                                                 |
| XM_002686666 | DLX6      | 0.035 | 1.86  | distal-less homeobox 6                                                    |
| XM_612284    | TTC21A    | 0.046 | -1.50 | tetratricopeptide repeat domain 21A                                       |
| XM_592866    | HTRA4     | 0.027 | 1.85  | HtrA serine peptidase 4                                                   |
| XM_866835    | LOC615115 | 0.026 | -1.68 | similar to OTTHUMP00000016363                                             |
| NM_001206259 | CRISP1    | 0.050 | -1.61 | cysteine-rich secretory protein 1                                         |
| XM_591914    | SFT2D3    | 0.042 | 2.56  | SFT2 domain containing 3                                                  |
| XM_602209    | LOC523898 | 0.021 | -1.60 | similar to sulfotransferase K1                                            |
| XM_617812    | SYT6      | 0.026 | 1.66  | synaptotagmin VI                                                          |
| NM_001205848 | PDILT     | 0.017 | -1.79 | protein disulfide isomerase-like, testis expressed                        |

|              |           |       |       |                                                                   |
|--------------|-----------|-------|-------|-------------------------------------------------------------------|
| NM_001101222 | GDAP1     | 0.047 | 1.50  | ganglioside-induced differentiation-associated protein 1          |
| NM_001192534 | MKX       | 0.042 | -2.04 | mohawk homeobox                                                   |
| NM_001113762 | ICAM5     | 0.039 | 1.50  | intercellular adhesion molecule 5, telencephalin                  |
| NM_001198991 | CR2       | 0.006 | 1.76  | complement component (3d/Epstein Barr virus) receptor 2           |
| XM_594203    | LOC516067 | 0.026 | -2.73 | similar to folate receptor 1 precursor, transcript variant 1      |
| XM_614208    | LOC534441 | 0.035 | -1.71 | similar to Huntingtin interacting protein K, transcript variant 1 |
| NM_001075523 | KRT25     | 0.014 | -1.95 | keratin 25                                                        |
| XM_586585    | FRMPD4    | 0.014 | -1.92 | FERM and PDZ domain containing 4                                  |
| NM_001102558 | CX3CR1    | 0.042 | 1.50  | chemokine (C-X3-C motif) receptor 1                               |
| CB451845     |           | 0.003 | -1.55 | MARC 6BOV Bos taurus cDNA 3-                                      |
| NM_001038682 | AICDA     | 0.016 | -2.35 | activation-induced cytidine deaminase                             |
| NM_174300    | CXCL6     | 0.050 | 1.61  | chemokine (C-X-C motif) ligand 6                                  |
| NM_001078017 | LOC538872 | 0.020 | -1.59 | similar to Dual specificity protein phosphatase 18                |
| NM_001034345 | CCL19     | 0.042 | 1.79  | chemokine (C-C motif) ligand 19                                   |
| NM_001080738 | LRRN1     | 0.019 | -1.67 | leucine rich repeat neuronal 1                                    |
| NM_001001145 | BSP1      | 0.026 | -1.81 | binder of sperm 1                                                 |
| XM_865022    | CEP112    | 0.023 | -1.71 | coiled-coil domain containing 46                                  |
| CR851521     |           | 0.040 | 2.17  | Normalized and Subtracted endometrium tissues cDNA clone          |
| XM_864903    | LOC613791 | 0.038 | -2.41 | similar to pregnancy-associated glycoprotein-18                   |
| NM_001075545 | DHRS7C    | 0.050 | -1.51 | dehydrogenase/reductase (SDR family) member 7C                    |
| NM_001012678 | BOLA-DYA  | 0.001 | 2.14  | major histocompatibility complex, class II, DY alpha              |
| NM_001206235 | LOC616136 | 0.024 | 1.50  | hypothetical LOC616136                                            |
| XM_609180    | ATP12A    | 0.017 | 3.66  | ATPase, H+/K+ transporting, nongastric, alpha polypeptide         |
| XM_880264    | LOC527819 | 0.048 | 2.07  | similar to keratin 4, transcript variant 3                        |
| XM_588578    | LOC539654 | 0.023 | 1.64  | similar to protocadherin gamma subfamily A, 2                     |
| XM_585407    | LOC508610 | 0.002 | -2.20 | similar to olfactory receptor, family 4, subfamily C, member 45   |
| XM_869779    | LOC617506 | 0.003 | 1.81  | similar to homeo box (H6 family) 2                                |
| NM_001083745 | GTF2IRD2  | 0.042 | 1.92  | GTF2I repeat domain containing 2                                  |
| AW658518     |           | 0.014 | 1.97  | MARC 1BOV Bos taurus cDNA 5-                                      |
| XM_001789474 | LOC526286 | 0.009 | -1.57 | similar to olfactory receptor MOR223-1                            |
| BI681020     |           | 0.011 | 1.93  | MARC 1BOV Bos taurus cDNA 5-, mRNA sequence                       |
| NM_173923    | IL6       | 0.026 | -1.60 | interleukin 6 (interferon, beta 2)                                |

|              |           |       |       |                                                                          |
|--------------|-----------|-------|-------|--------------------------------------------------------------------------|
| XM_589391    | TNIP3     | 0.022 | 4.98  | similar to TNFAIP3 interacting protein 3                                 |
| XM_001788558 | THOC1     | 0.032 | 2.21  | THO complex 1                                                            |
| NM_174386    | MFAP5     | 0.045 | 1.82  | Bos taurus microfibrillar associated protein 5                           |
| DV880987     | FUT11     | 0.020 | -1.63 | fucosyltransferase 11 (alpha (1,3) fucosyltransferase)                   |
| XM_596187    | LOC518005 | 0.018 | 2.20  | similar to NM23-H8                                                       |
| XM_866469    | LOC614829 | 0.039 | -1.87 | similar to AMP-activated protein kinase alpha 2 catalytic subunit        |
| XM_870215    | LOC617885 | 0.041 | 1.57  | similar to amyloid beta A4 precursor protein-binding, family A, member 1 |
| XM_002697311 | PKHD1     | 0.017 | -2.08 | polycystic kidney and hepatic disease 1 , transcript variant X3          |
| NM_001033610 | KRT8      | 0.014 | -1.55 | keratin 8                                                                |
| XM_606357    | LOC527950 | 0.025 | -1.73 | similar to potassium voltage-gated channel, subfamily H , member 7       |
| XM_867323    | CD226     | 0.036 | 1.77  | CD226 molecule, transcript variant X1                                    |
| XM_591375    | LOC540082 | 0.024 | 1.51  | similar to olfactory receptor, family 1, subfamily A, member 1           |
| NM_001076870 | IHH       | 0.042 | -1.66 | Indian hedgehog homolog (Drosophila)                                     |
| NM_001034599 | MGC128811 | 0.032 | -1.74 | chromosome 28 open reading frame, human C10orf58                         |
| NM_001206059 | GRIA3     | 0.014 | 2.53  | glutamate receptor, ionotropic, AMPA 3                                   |
| XM_580713    | LOC507882 | 0.050 | 1.80  | similar to mCG53389                                                      |
| NM_001076912 | SCN4B     | 0.042 | -1.55 | sodium channel, voltage-gated, type IV, beta                             |
| EE896477     | B02260A   | 0.016 | 1.54  | FFB Bos taurus cDNA clone B0226 5-                                       |
| NM_174391    | MMP20     | 0.010 | -1.50 | matrix metalloproteinase 20                                              |
| XM_592737    | LOC514827 | 0.049 | -1.80 | similar to ATP-binding cassette, sub-family C, member 4                  |
| NM_001076954 | GOLGA7B   | 0.035 | -1.92 | golgi autoantigen, golgin subfamily a, 7B                                |
| CB417821     | SP5       | 0.044 | 1.51  | Sp5 transcription factor                                                 |
| XM_599713    | LOC521449 | 0.027 | 2.05  | hypothetical protein FLJ32310                                            |
| XM_590420    | ARL14     | 0.024 | 1.74  | ADP-ribosylation factor-like 14                                          |
| NM_001012675 | BOLA-DQA5 | 0.017 | 1.58  | major histocompatibility complex, class II, DQ alpha 5                   |
| NM_001205963 | SYT15     | 0.021 | -2.07 | synaptotagmin XV                                                         |
| NM_001192570 | TREH      | 0.041 | -1.66 | trehalase (brush-border membrane glycoprotein)                           |
| XM_599343    | LOC521086 | 0.019 | -1.62 | similar to poly(A) binding protein, cytoplasmic 1-like 2B                |
| XM_603860    | KCNA3     | 0.001 | 1.65  | potassium voltage-gated channel, shaker-related subfamily, member 3      |
| NM_001205842 | INHBE     | 0.023 | 1.51  | inhibin, beta E                                                          |
| NM_177517    | ST6GAL1   | 0.014 | 2.07  | ST6 beta-galactosamide alpha-2,6-sialyltransferase 1                     |
| NM_001076020 | CADPS     | 0.006 | -1.82 | Ca++-dependent secretion activator                                       |

|              |             |       |       |                                                                   |
|--------------|-------------|-------|-------|-------------------------------------------------------------------|
| XM_612626    | LOC533271   | 0.042 | -1.51 | similar to glutamate receptor, metabotropic 8                     |
| DY168909     | SIGLEC12    | 0.022 | 1.73  | sialic acid binding Ig-like lectin 12                             |
| NM_174093    | IL1 $\beta$ | 0.050 | 1.58  | interleukin 1, beta                                               |
| NM_176618    | PAG7        | 0.030 | -2.07 | pregnancy-associated glycoprotein 7, transcript variant 1         |
| NM_001192828 | RRAGD       | 0.005 | -1.90 | Ras-related GTP binding D                                         |
| XM_865961    | LOC614450   | 0.005 | 1.63  | similar to NOPAR2                                                 |
| XM_586824    | HSD11B1     | 0.021 | -1.81 | similar to hydroxysteroid (11-beta) dehydrogenase 1               |
| XM_606959    | CDK5R2      | 0.013 | -1.50 | similar to cyclin-dependent kinase 5, regulatory subunit 2 (p39)  |
| XM_865596    | LOC614197   | 0.036 | -1.58 | similar to Uncharacterized protein C14orf105                      |
| NM_001012285 | LEPR        | 0.017 | 1.78  | Bos taurus leptin receptor                                        |
| NM_001191270 | KLF12       | 0.032 | 1.53  | Kruppel-like factor 12                                            |
| L13938       | PLCB4       | 0.007 | 1.65  | Bovine phospholipase C                                            |
| XM_580794    | HTR7        | 0.016 | -2.21 | 5-hydroxytryptamine receptor 7                                    |
| XM_868456    | LOC616432   | 0.021 | -1.57 | similar to proline rich membrane anchor 1                         |
| AW670011     | AFF2        | 0.013 | -2.23 | similar to AF4/FMR2 family, member 2                              |
| NM_001206604 | LOC524694   | 0.039 | -2.04 | similar to Paladin                                                |
| NM_001035336 | TNFRSF9     | 0.048 | 1.80  | tumor necrosis factor receptor superfamily, member 9              |
| NM_174733    | DHRS9       | 0.023 | 1.53  | dehydrogenase/reductase (SDR family) member 9                     |
| NM_173953    | PRL         | 0.018 | 1.57  | prolactin                                                         |
| EE970120     | Q23660A     | 0.011 | 2.76  | Q23660A FNM Bos taurus cDNA clone Q2366 5-                        |
| NM_001037469 | MGC133641   | 0.034 | 1.56  | similar to Homo sapiens histone 1, H2bc                           |
| XM_615275    | LOC535243   | 0.029 | 1.53  | similar to cytochrome P450, family 2, subfamily C, polypeptide 18 |
| EE904857     | B50401A     | 0.042 | -1.52 | B50401A FFB Bos taurus cDNA clone B5040 3-                        |
| XM_580533    | CHL1        | 0.033 | -8.23 | similar to cell adhesion molecule with homology to L1CAM          |
| XM_594382    | ASCL1       | 0.026 | -2.08 | similar to achaete-scute complex-like 1 (Drosophila)              |
| NM_001105212 | KIF17       | 0.012 | -1.70 | kinesin family member 17                                          |
| NM_001046600 | RGS4        | 0.027 | 1.59  | regulator of G-protein signaling 4                                |
| XM_003582049 | ABCA13      | 0.008 | -1.65 | ATP-binding cassette, sub-family A, member 13                     |
| NM_001046064 | OIT3        | 0.005 | 3.21  | oncoprotein induced transcript 3                                  |
| BC148911     | TRDN        | 0.006 | -2.55 | triadin                                                           |
| NM_001035107 | TINAG       | 0.025 | -1.54 | tubulointerstitial nephritis antigen                              |
| BC110200     | H1FNT       | 0.013 | 2.28  | H1 histone family, member N, testis-specific                      |

|              |            |       |       |                                                                         |
|--------------|------------|-------|-------|-------------------------------------------------------------------------|
| NM_001077838 | SFTPA1     | 0.031 | -1.70 | surfactant protein A1                                                   |
| NM_001206490 | ITGB3      | 0.016 | 1.91  | integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)             |
| NM_001075615 | TXNDC6     | 0.027 | -1.66 | thioredoxin domain containing 6                                         |
| NM_001192846 | SLCO4C1    | 0.013 | 1.54  | solute carrier organic anion transporter family, member 4C1             |
| NM_174373    | KCNJ2      | 0.005 | 1.50  | potassium inwardly-rectifying channel, subfamily J, member 2            |
| XM_580632    | OR2D2      | 0.041 | 1.55  | olfactory receptor, family 2, subfamily D, member 2                     |
| XM_582699    | TMEM221    | 0.030 | 1.99  | transmembrane protein 221                                               |
| AW430375     | SLC38A4    | 0.036 | 1.87  | solute carrier family 38, member 4                                      |
| NM_001102293 | PTPN5      | 0.010 | 1.77  | protein tyrosine phosphatase, non-receptor type 5                       |
| CB451858     | CREB1      | 0.014 | -2.29 | cAMP responsive element binding protein 1, transcript variant A         |
| EE944005     | G64131A    | 0.034 | 1.61  | Intronic region in predicted Homo sapiens hypothetical protein FLJ34690 |
| NM_001075630 | VAMP1      | 0.013 | -1.70 | vesicle-associated membrane protein 1 (synaptobrevin 1)                 |
| XM_599201    | LOC520949  | 0.030 | 1.70  | similar to KIAA0416, transcript variant 1                               |
| XM_002696448 | LOC783755  | 0.009 | 1.72  | similar to Dynein heavy chain 5, axonemal                               |
| NM_001192177 | CLSPN      | 0.004 | 2.24  | claspin                                                                 |
| ENSBTAT0000  | RYR3       | 0.039 | 2.00  | ryanodine receptor 3                                                    |
| XM_590977    | BCORL1     | 0.006 | -1.50 | BCL6 corepressor-like 1                                                 |
| NM_174288    | CRTL1      | 0.029 | 1.85  | cartilage linking protein 1                                             |
| NM_001099378 | SLC15A1    | 0.040 | 1.64  | solute carrier family 15 (oligopeptide transporter), member 1           |
| XM_602101    | ABCB4      | 0.028 | 2.12  | ATP-binding cassette, sub-family B (MDR/TAP), member 4                  |
| NM_001206294 | GIPC3      | 0.002 | 2.35  | GIPC PDZ domain containing family, member 3                             |
| XM_864611    | SIM1       | 0.025 | -1.64 | single-minded homolog 1 (Drosophila)                                    |
| NM_001109962 | DCLK1      | 0.024 | -2.14 | doublecortin-like kinase 1                                              |
| EE910096     | A37090A    | 0.046 | 2.31  | FFB Bos taurus cDNA clone A3709 5'-                                     |
| XM_613195    | LHX4       | 0.035 | 1.73  | LIM homeobox 4                                                          |
| XM_866545    | IRX4       | 0.031 | 1.96  | iroquois homeobox protein 4                                             |
| NM_001192310 | RTKN2      | 0.007 | 1.69  | rhotekin 2                                                              |
| NM_001082456 | WNT11      | 0.007 | -1.80 | wingless-type MMTV integration site family, member 11                   |
| NM_001001443 | LOC407238  | 0.043 | 1.81  | estrogen receptor alpha                                                 |
| BF606645     |            | 0.023 | 1.68  | MARC 3BOV Bos taurus cDNA 5'-                                           |
| CB170988     | TRQ6030013 | 0.035 | 1.55  | CSEQFN22 thyroid and parathyroid                                        |
| AW325465     |            | 0.016 | 1.85  | 16151 MARC 4BOV Bos taurus cDNA 5'-                                     |

|              |           |       |       |                                                                 |
|--------------|-----------|-------|-------|-----------------------------------------------------------------|
| NM_001014910 | HBE4      | 0.025 | 1.99  | hemoglobin, beta, epsilon 4                                     |
| NM_174007    | CCL8      | 0.033 | 1.82  | chemokine (C-C motif) ligand 8                                  |
| XM_002687245 | KRT77     | 0.021 | -1.70 | keratin 77                                                      |
| XM_584248    | LOC507604 | 0.001 | -2.03 | similar to Kinesin-like protein KIF1B (Klp)                     |
| NM_001098379 | IL22      | 0.013 | 1.50  | interleukin 22                                                  |
| NM_001100349 | AMPD1     | 0.036 | 2.12  | adenosine monophosphate deaminase 1 (isoform M)                 |
| ENSBTAT0000  | UGGT2     | 0.041 | 1.80  | UDP-glucose glycoprotein glucosyltransferase 2                  |
| NM_001024506 | IRF9      | 0.044 | 1.59  | interferon regulatory factor 9                                  |
| XM_587381    | LOC510256 | 0.017 | -2.04 | similar to SV2 related protein                                  |
| CB440453     |           | 0.025 | 1.54  | MARC 6BOV Bos taurus cDNA 3                                     |
| XM_602041    | LOC523738 | 0.036 | 1.50  | similar to tripartite motif protein 17                          |
| EE908476     | A28420A   | 0.026 | -3.14 | FFB Bos taurus cDNA clone A2842 5-                              |
| NM_001206148 | TXK       | 0.017 | 1.57  | TXK tyrosine kinase                                             |
| NM_001077909 | INSIG1    | 0.027 | -1.50 | insulin induced gene 1                                          |
| XM_600886    | LOC522601 | 0.011 | 1.50  | similar to dentin sialophosphoprotein preproprotein             |
| NM_001076092 | DZIP3     | 0.034 | 1.57  | DAZ interacting protein 3, zinc finger                          |
| XM_865632    | NEFH      | 0.038 | 2.58  | neurofilament, heavy polypeptide                                |
| NM_001075414 | IFIT3     | 0.003 | 2.33  | interferon-induced protein with tetratricopeptide repeats 3     |
| XM_869498    | AMAN      | 0.050 | 1.67  | similar to Epididymis-specific alpha-mannosidase precursor      |
| XM_592839    | LOC540268 | 0.016 | 1.72  | hypothetical LOC540268                                          |
| BC133554     | LOC614587 | 0.043 | 1.62  | similar to Uncharacterized protein C10orf90                     |
| CB451086     |           | 0.008 | 2.11  | MARC 6BOV Bos taurus cDNA 3-                                    |
| NM_001098461 | SLC6A14   | 0.017 | 2.69  | solute carrier family 6 (amino acid transporter), member 14     |
| XM_002687880 | FGF23     | 0.026 | 2.56  | fibroblast growth factor 23                                     |
| XM_867744    | RBM15B    | 0.010 | -2.20 | RNA binding motif protein 15B                                   |
| CB440543     |           | 0.039 | -1.71 | MARC 6BOV Bos taurus cDNA 5-                                    |
| XM_612397    | LOC540631 | 0.023 | -1.59 | similar to kelch-like 23                                        |
| NM_001033761 | TLR7      | 0.032 | 1.60  | toll-like receptor 7                                            |
| NM_174654    | SLCO1A2   | 0.002 | -1.62 | solute carrier organic anion transporter family, member 1A2     |
| XM_582333    | LOC505959 | 0.016 | 4.48  | similar to Potassium voltage-gated channel subfamily H member 8 |
| NM_001046353 | SULT2A1   | 0.003 | -1.56 | sulfotransferase family, cytosolic, 2A                          |
| NM_001015610 | PLA1A     | 0.026 | 1.81  | phospholipase A1 member A                                       |

|              |            |       |       |                                                            |
|--------------|------------|-------|-------|------------------------------------------------------------|
| XM_868741    | CCDC7      | 0.009 | -1.90 | coiled-coil domain containing 7, transcript variant X3     |
| XM_604156    | LOC525800  | 0.041 | 1.86  | hypothetical LOC525800                                     |
| NM_001078020 | DDI1       | 0.022 | -1.50 | DDI1, DNA-damage inducible 1, homolog 1                    |
| XM_866470    | LOC614830  | 0.001 | 1.56  | similar to RAB6A, member RAS oncogene family               |
| XM_581305    | WNT6       | 0.042 | -1.56 | wingless-type MMTV integration site family, member 6       |
| NM_180997    | IL2        | 0.014 | 2.00  | interleukin 2                                              |
| NM_001192486 | ADAMTS18   | 0.006 | -1.57 | ADAM metallopeptidase with thrombospondin type 1 motif, 18 |
| NM_001098902 | CDH17      | 0.019 | 2.28  | cadherin 17, LI cadherin                                   |
| BC109539     | LOC520778  | 0.023 | -1.70 | similar to ubiquilin 2                                     |
| XM_605253    | UNC13A     | 0.021 | -2.08 | unc-13 homolog A (C. elegans)                              |
| XM_003582336 | TMPRSS11B  | 0.006 | 5.59  | transmembrane protease, serine 11B                         |
| NM_174619    | STXBP1     | 0.023 | 1.61  | syntaxin binding protein 1                                 |
| XM_580501    | LOC504388  | 0.005 | 1.98  | olfactory receptor 1307-like                               |
| XM_589867    | LOC539857  | 0.032 | 2.33  | similar to Protocadherin alpha 10 precursor                |
| NM_001205843 | CASP14     | 0.003 | 1.60  | caspase 14, apoptosis-related cysteine peptidase           |
| NM_001075890 | KLK10      | 0.042 | 1.68  | kallikrein-related peptidase 10                            |
| NM_001192224 | RRH        | 0.010 | 1.95  | retinal pigment epithelium-derived rhodopsin homolog       |
| NM_001076020 | CADPS      | 0.004 | -1.82 | Ca <sup>++</sup> -dependent secretion activator            |
| XM_001788530 | LOC787880  | 0.035 | 3.42  | similar to Synaptotagmin-14 (Synaptotagmin XIV)            |
| NM_001015550 | CDH16      | 0.005 | 1.76  | cadherin 16, KSP-cadherin                                  |
| NM_001206865 | LOC617781  | 0.050 | 1.73  | similar to Uncharacterized protein C12orf34                |
| NM_174042    | DRD1       | 0.023 | 2.98  | dopamine receptor D1                                       |
| XM_581757    | LOC505468  | 0.004 | 2.02  | cytochrome P450 2C19                                       |
| XM_864633    | LOC613645  | 0.037 | -1.56 | similar to regulating synaptic membrane exocytosis 2       |
| XM_867850    | C3H1orf177 | 0.003 | -1.77 | similar to Uncharacterized protein C1orf177                |

# Supplementary material for: High-concentrate feeding upregulates the expression of inflammation-related genes in the ruminal epithelium of dairy cattle
**Source:** J Anim Sci Biotechnol. 2016 Jul 29;7:42. doi: 10.1186/s40104-016-0100-1
**Supplement:** Additional file 3: Table S3. — Enriched GO terms (only significantly enriched GO terms were listed).

Table S3 Enriched GO terms (only significantly enriched GO terms were listed)

| GO ID     | Level | Description                                    | Hits | Enrichment | Genes                              |
|-----------|-------|------------------------------------------------|------|------------|------------------------------------|
| GO:003024 | 3     | carbohydrate binding                           | 5    | 0.026      | COLEC11, CXCL6, TINAG, SFTPA2 MF   |
| GO:001545 | 2     | auxiliary transport protein activity           | 2    | 0.046      | SCN4B, DZIP3 MF                    |
| GO:001624 | 3     | channel regulator activity                     | 2    | 0.046      | SCN4B, DZIP3 MF                    |
| GO:001085 | 3     | cyclase regulator activity                     | 1    | 0.045      | GUCA1B MF                          |
| GO:004442 | 2     | extracellular region part                      | 13   | 0.014      | COLEC11, CXCL6, CCL19, BSP1, CC    |
| GO:000557 | 2     | extracellular region                           | 18   | 0.015      | SPINK1, COLEC11, HTRA4, CXCL6      |
| GO:005164 | 3     | establishment of localization in cell          | 15   | 0.001      | SCIN, RAB3A, MYLK2, GDAP1, ITBP    |
| GO:000695 | 3     | immune response                                | 11   | 0.002      | CX3CR1, CXCL6, CCL19, BOLA-1 BP    |
| GO:005164 | 3     | cellular localization                          | 15   | 0.003      | SCIN, RAB3A, MYLK2, GDAP1, ITBP    |
| GO:000181 | 3     | cytokine production                            | 6    | 0.005      | CXCL6, IL6, IL1B, IRF9, TLR7, IL1  |
| GO:000177 | 3     | leukocyte homeostasis                          | 3    | 0.007      | CXCL6, IL6, IL2 BP                 |
| GO:001972 | 3     | cellular homeostasis                           | 8    | 0.008      | DZIP3, DHRS7C, IL6, SCN4B, TXNIP   |
| GO:003287 | 3     | regulation of localization                     | 10   | 0.01       | SCIN, RAB3A, MYLK2, DHRS7C, BP     |
| GO:005123 | 3     | regulation of multicellular organismal process | 13   | 0.011      | SCIN, RAB3A, MYLK2, CX3CR1, BP     |
| GO:004233 | 3     | taxis                                          | 4    | 0.011      | CX3CR1, CXCL6, IL1B, CCL8 BP       |
| GO:000237 | 2     | immune system process                          | 13   | 0.012      | SCIN, CX3CR1, CXCL6, CCL19, B2M    |
| GO:005128 | 3     | negative regulation of sequestering of calcium | 2    | 0.016      | DHRS7C, DRD1 BP                    |
| GO:003284 | 3     | regulation of homeostatic process              | 3    | 0.025      | DHRS7C, IL2, DRD1 BP               |
| GO:000165 | 3     | temperature homeostasis                        | 2    | 0.028      | IL1B, DRD1 BP                      |
| GO:005109 | 3     | negative regulation of developmental process   | 8    | 0.038      | DZIP3, CX3CR1, KCNA3, IL1B, ITBP   |
| GO:000681 | 3     | transport                                      | 25   | 0.04       | SCIN, RAB3A, MYLK2, KCND3, CACNA1C |
| GO:005170 | 3     | response to other organism                     | 5    | 0.041      | CXCL6, IL6, KRT8, IL1B, TLR7 BP    |
| GO:005123 | 3     | maintenance of location                        | 3    | 0.041      | DHRS7C, IL1B, DRD1 BP              |
| GO:003250 | 2     | multicellular organismal process               | 27   | 0.042      | HOXC11, COLEC11, SCIN, GUCA1B      |
| GO:005123 | 2     | establishment of localization                  | 25   | 0.043      | SCIN, RAB3A, MYLK2, KCND3, CACNA1C |
| GO:002170 | 3     | developmental maturation                       | 3    | 0.044      | RAB3A, BSP1, STXBP1 BP             |
| GO:006500 | 3     | regulation of biological quality               | 15   | 0.047      | DZIP3, SCIN, RAB3A, HTRA4, CXCL6   |

# Supplementary material for: High-concentrate feeding upregulates the expression of inflammation-related genes in the ruminal epithelium of dairy cattle
**Source:** J Anim Sci Biotechnol. 2016 Jul 29;7:42. doi: 10.1186/s40104-016-0100-1
**Supplement:** Additional file 4: Table S4. — DEGs were assigned to KEGG pathway.

Table S4 DEGs were assigned to KEGG pathway

How the deposited data were processed for this re-analysis (not part of the article)

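RNA from rumen papillae of 4 cows, each sampled on the LC diet and on the HC diet, was measured on 8 single-colour bovine oligonucleotide arrays, 4 per diet. The LC arrays were those of cows 1 and 2 in period 1 and of cows 3 and 4 in period 2, and the HC arrays those of the same cows in the other period. Each of the 2 slides held the 4 arrays of 1 period, 2 of each diet, so slide and period cannot be told apart. Samples were grouped by the diet, cow and period in their labels. The other measurements of the paper, such as blood biochemistry, qRT-PCR and the cell culture experiments, are not analysed here.

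For each array, the authors deposited the output of the scanner software (Feature Extraction 10.7.3.1), in which each spot has an intensity after background subtraction, with low signals replaced by a small positive value, and no normalization between arrays. The authors also deposited a table of log2 values, 1 per probe name, that they had quantile-normalized. The intensities of the scanner output were used, and the deposited table served as an alternative. Each array has 44407 spots, of which 42990 are not controls, and these belong to 21475 probes, 21465 of them with 2 spots and 10 with 6. The depth is the signal over background: 76.9 to 81.2% of the probes per array were well above background by the software's own test, and 3487 probes were so on no array. The lowest log2 signal that was well above background was 2.02 to 2.77, depending on the array. The number of arrays limits the precision.

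Control spots and spots that the software marked as outliers were left out. The log2 intensities were quantile-normalized between arrays with limma 3.58.1 in R 4.3.3, and the spots of a probe were averaged. No filter on dim probes was applied, since the paper's text names none. Where a probe was well above background on no array, no fold change is given. Where this held for 1 diet, or for all but some arrays, the number of arrays is given. A fold change against a diet without such an array is an approximate lower bound. Probes were linked to genes by the RefSeq accession in the scanner output. Of the 10176 probes with such an accession, 8297 were named through the gene table of the reference (ARS-UCD2.0), which gave 7788 symbols, and 12 more through Table S2. Positions are not given, because the array's annotation and the reference are of different genome builds. Where several probes had an accession, the brightest was used.

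Diet, period and their interaction were fitted to each probe with limma (moderated variance without trend, not robust), as the paper's model has these terms. The fit had 4 residual degrees of freedom, 2.26 prior degrees of freedom and a prior SD of 0.182 (log2). Probes with a fold change of at least 1.5 and an unadjusted p under 0.05 were counted, and Benjamini-Hochberg adjusted p values were computed over all 21475 probes. Comparisons of single genes also have an exact two-sided permutation test over the 4 arrays of each diet (scipy 1.17.1), whose smallest p is 0.0286. It exchanges arrays freely between the diets and ignores the pairing by cow. Tables were made with pandas 2.3.3 and plots with matplotlib 3.10.9 in Python 3.11.15, and p values over short gene lists were adjusted with statsmodels 0.14.6.

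To check the pairing by cow, the deviations of the log2 signals from their diet's mean were correlated across the 16030 probes well above background on all 8 arrays, which are not independent replicates. The r between the LC and HC arrays of one cow was 0.285, 0.298, 0.467 and 0.113 in cows 1 to 4, and the r between arrays of different cows lay between -0.237 and 0.185. The pairing comes from the labels and the paper's description of the design. The consensus correlation of the arrays of one cow, estimated by limma, was 0.384.

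The genes named in the text are those the study names (the 13 cytokine pathway genes, the JAKs and STATs, GAPDH, IL8, IL12B, TNF and the genes of the enriched pathways in Table S4), and, in each direction, the 5 probes with the largest fold change among those past both thresholds. The latter had to change the same way in all 4 cows and be well above background on all 4 arrays of at least 1 diet. This rule, the 6 gene lists and the settings not named as added were chosen before the data were examined. RIMS2, ICAM5, SLCO4C1 and HBE4 fall outside the rule and were named after their values were seen.

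The 6 gene lists (inflammation, immune cells, interferon response, cholesterol synthesis, fatty acid and ion transport, and stroma and muscle) were tested with camera in limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. On the array were 45, 25, 18, 16, 19 and 17 of their genes, in this order. The fatty acid and ion transport list had an adjusted p of 0.568 from camera, with a median log2 fold change of -0.04 over its 19 genes. With fry, or with the correlation estimated from the data, no list had an adjusted p under 0.05.

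The counts of probes and genes, the fold changes of the named genes and the gene list tests were recomputed with scaling to the 75th percentile in place of quantile normalization, with normexp background correction (offset 50), with probes well above background on all 4 arrays of a diet only, with spots marked as outliers kept, and with the deposited table. The normexp correction used the median signal of each spot, since the deposited columns hold no mean signal. Other settings changed the model: a general linear model without moderation, diet only with and without moderation, diet and period, cow as a block with and without period, cow as a random block, and slide as a block. The ratio of mean unlogged signals, the probe with the smallest p and the omission of each array in turn were also tried, and 9 settings were added after seeing the data. The interaction of diet and period was tested again on the mean of each cow, since it lies between cows. The principal components, the exact permutation tests and the correlations between arrays were computed once, in the settings given first.

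The model was tested on simulated data made from the arrays, in 5 draws with 200 changed probes each. Of the 2-fold changes 93.4% were called and of the 3-fold changes 98.6%, with the right sign in 99.8%, and on average 136 of the 200 had an adjusted p under 0.05. On average 270.6 unchanged probes per draw (256 to 295) also passed the unadjusted thresholds. All 5 shifted gene lists, of 40 genes moved by 0.3 (log2), were called and 0 of 25 unshifted lists. The noise was drawn independently for each probe, with no effect of cow or period. The simulation therefore cannot show false calls that come from correlation between genes.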

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

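The tests of the interferon response list on 1 array and against immune cells, of the cholesterol synthesis list by permutation, and both tests of IL1B were chosen after the result was seen, and the other tests before.

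By period, 828 of 21475 probes passed a fold change of 1.5 and an unadjusted p under 0.05 in limma, and 629 by the interaction, which is also the contrast of cows 1 and 2 against cows 3 and 4. The latter lies between cows, and with limma on the mean of each cow 532 passed. The paper does not report these contrasts. By diet, 198 did. A difference between periods, or between slides, therefore gives more probes past the thresholds than diet does on these arrays. Period and slide cannot be told apart, because each slide held 1 period. Both diets were on each slide, so the diet effect was estimated with this difference removed. A biological difference between the periods stays open and was not tested.

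The signal of IL1B changed with diet differently in the 2 periods, with an unadjusted p of 0.00155 from limma for the interaction, or 0.0263 adjusted over the 17 named genes measured on all 8 arrays, of which IL1B alone was under 0.05. On HC, cows 1 and 2 in period 2 exceeded cows 3 and 4 in period 1 by 1.77 on the log2 scale, and on LC, cows 1 and 2 in period 1 exceeded cows 3 and 4 in period 2 by 0.57. This contrast lies between cows, while the fit treats the 2 arrays of a cow as independent. With limma on the mean of each cow, the unadjusted p was 0.0042, and 0.0714 adjusted over the same 17 genes. An exact permutation of 2 cows against 2 gives no p under 0.333. A slide effect alike on both diets would give no interaction, but with 2 cows per pair it is not excluded. A lasting difference between the 2 pairs of cows may contribute, since cows 1 and 2 were higher on both diets. With 2 cows per pair, it cannot be told apart from a response to HC that differs between cows or periods.

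The interferon response list, which the paper does not discuss, was higher in the HC group, with an adjusted p of 0.00175 from camera, a median log2 fold change of 0.42 and 17 of its 18 genes higher. Over 28 alternatives the adjusted p ranged from 3.42e-15 to 0.748, and neither fry (0.619) nor the estimated correlation (0.528) gave a value under 0.05. On the HC array of cow 4, the mean of the list, centred per gene, was 1.44, far from the other HC arrays (-0.36 to -0.10), and 17 of the 18 genes had their highest signal there. Without that array the median was -0.055, and the adjusted p was 0.748. Without the LC array of cow 1 the adjusted p was 0.0671. The difference between the diets may thus rest on 1 papilla sample. More immune cells in that sample would raise the immune cell list there, but its mean of 0.098 lay within the range of the other arrays (-0.186 to 0.255), which argues against this. Of the 18 genes, 15 were well above background on all 8 arrays, and 3 listed genes (IFIT3, IRF9 and GBP5) are in Table S2. An infection, or a response to HC in this cow, stays open and was not tested.

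The cholesterol synthesis list, which the paper does not discuss, was lower in the HC group, with an adjusted p of 0.00663 from camera, a median log2 fold change of -0.12 and 5 of its 16 genes higher. Over 28 alternatives the adjusted p ranged from 3.5e-05 to 0.619 and was under 0.05 in 22. It was not with fry (0.619), with the estimated correlation (0.528), or without the LC array of cow 1 (0.136) or cow 4 (0.120) or the HC array of cow 2 (0.487) or cow 3 (0.239). The mean of the list was lower on HC in 3 of 4 cows. It changed by -0.19, -0.286, 0.005 and -0.068 in cows 1 to 4. With cow as a block and period, camera at the preset correlation gave an adjusted p of 0.00187. An exact two-sided permutation of the 8 means between the diets gave p = 0.343. This permutation ignores the pairing by cow and so cannot decide. Chance among the arrays cannot be excluded and may account for the difference. All 16 genes were well above background on all 8 arrays, and 1 listed gene (INSIG1) is in Table S2. An effect of diet stays open.

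The probe of TC373876, which was lower in the HC group, had a log2 signal of 6.82 on the LC array of cow 3, far from 7.34 to 7.42 on the other LC arrays. Chance gives about 1 such sample in 20 groups, and among the 50 groups of 4 arrays tested there were 2, this and the interferon response list. No technical or biological explanation was tested for this probe.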

How the results depend on the processing

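The alternatives with spots averaged before log2, with cow as a block and no moderation, with replaced or all distant values of the deposited table restored, with fold changes rounded to 2 decimals and with the means of each cow's arrays were chosen after seeing the data. The other settings were not. The cause of a change in a count was not tested unless it is given here.

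The 198 probes past both thresholds stayed within 1.5 times that count under 18 of 30 alternatives, the 106 higher in the HC group under 18, and the 92 lower under 17. Normexp gave 8 probes (3 higher and 5 lower), because its offset of 50 compresses the fold changes of dim probes, while 871 probes had an unadjusted p under 0.05. Restricting the test to the 16544 probes well above background on all 4 arrays of a diet gave 75 (50 higher, 25 lower). Only 63 of the 198 were among these probes (31.8%, against 77.0% of all probes), so most of the lost calls were dim. The deposited table of normalized data gave 415 (231 higher, 184 lower), of which 178 were shared with the 198. The general linear model without moderation gave 105 (55 and 50), and the 2-group test without moderation 84 (45 and 39). Cow as a random block gave 290, with 140 lower. With cow as a block, period and no moderation, 85 passed (50 and 35), and in the deposited table with replaced values restored 91 (59 and 32). As each array was left out, the count ranged from 239 to 404, that of the higher probes from 104 to 243, and that of the lower from 108 to 240. The count moved by over 1.5 times without the LC array of cow 2 (334) or cow 4 (404), or the HC array of cow 2 (391), cow 3 (356) or cow 4 (378). The higher probes did so without the LC array of cow 4 (164) or the HC array of cow 1 (189), 2 (243), 3 (224) or 4 (203), and the lower without the LC array of cow 1 (161), 2 (224) or 4 (240) or the HC array of cow 2 (148) or 4 (175). The share of higher probes was 53.5%, 46.9% with scaling to the 75th percentile and 66.7% among the detected probes. It was 32.9 to 43.5% without an LC array and 53.7 to 63.6% without an HC array.

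The count of probes with an adjusted p under 0.05 was 0 under 26 of 27 alternatives and 5 with the deposited table, where the smallest adjusted p was 0.0351. Over the alternatives the smallest adjusted p ranged from 0.0351 to 1. The number of Table S2 genes in the paper's direction, 99 of 103, was 25 of 27 among the detected probes, where fewer were tested, and 87 to 101 of 103 otherwise. The 28 Table S2 genes past both thresholds became 2 with normexp, 9 among the detected probes, 76 with the deposited table, 15 in the 2-group test without moderation and 75 in the deposited table with cow as a block, period and no moderation, or 79 in this fit with fold changes rounded to 2 decimals.

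The 2 cytokine pathway genes past both thresholds became 0 with normexp, with diet only and in the 2-group test without moderation. They became 1 in the general linear model without moderation, with diet and period, with slide as a block and with cow as a block without period. The count was 8 with the deposited table, 5 with cow as a block with period and 4 with cow as a random block. It was 8 in the deposited table with cow as a block, period and no moderation, 10 in this fit with fold changes rounded to 2 decimals, and 4 with replaced values restored in the same fit. With spots averaged before log2, and in the deposited table with replaced values restored, it was 3. Without 1 array it ranged from 1 to 6, with 1 without the LC array of cow 3 or the HC array of cow 1, 4 without the HC array of cow 3 and 6 without the LC array of cow 4. The log2 fold change of CXCL6 kept its sign under all 27 alternatives and lost the call under 8, and IL1B kept its sign and lost the call under 15. CCL19 and CCL8 kept their sign and gained the call under 6 and 7, and IL15RA gained it under 1. Of these, the cow block settings change the error and not the fold change.

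Of TYK2, STAT3, STAT5A and STAT5B, 0 passed both thresholds under all 27 alternatives. The STAT3 log2 fold change, 0.01, was -0.013 with scaling to the 75th percentile and -0.011 with normexp, and between -0.14 and 0.16 as each array was left out, below 0 without the LC array of cow 2 or cow 4 or the HC array of cow 1 or cow 3. The STAT5A log2 fold change ranged from -0.176 to 0.049 as each array was left out, above 0 without the LC array of cow 3. The GAPDH log2 fold change, -0.043, was 0.043 with normexp and between -0.19 and 0.11 as each array was left out.

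The 828 probes past both thresholds by period became 32 with normexp and 379 among the detected probes. With cow as a block and no moderation they became 457, in the deposited table in the same fit 353, and with its replaced values restored 420. The 629 by the interaction became 101 with normexp, 403 among the detected probes and 360 in the general linear model, and ranged from 581 to 957 as each array was left out, with 957 without the LC array of cow 4. With limma on the mean of each cow it was 532. Of 35 splits of the arrays, 31 gave as many probes as the split by diet. With the deposited table 8 did, but its replaced values lower the spread within a diet and so favour that split.

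The count of gene lists with an adjusted p under 0.05, 4 of 6, became 2 in the 2-group test without moderation and 0 with fry or an estimated correlation. It was 0 without the LC array of cow 1, 2 without that of cow 3 and 1 without the HC array of cow 4, and ranged from 0 to 4 as each array was left out. The direction of camera for the fatty acid and ion transport list changed with the deposited table (adjusted p 0.731), in that table with cow as a block, period and no moderation (0.571) and with replaced values restored in the same fit (0.897), while the median stayed below 0. It also changed without the LC array of cow 4 (0.957), and the median was above 0 without the LC array of cow 1 (0.03), cow 2 (0.019) or cow 4 (0.024). The adjusted p ranged from 0.365 to 0.957 as each array was left out and from 0.294 to 0.994 over 28 alternatives. The adjusted p of the interferon response list ranged from 3.42e-15 to 0.748 as each array was left out, and that of the stroma and muscle list from 0.136 to 0.900. The median and direction of the former changed without the HC array of cow 4. For the latter, the direction changed without the LC array of cow 2 or cow 4 or the HC array of cow 3, and the median was below 0 without the HC array of cow 3 (-0.022).

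Among the genes with the largest fold changes, the sign was kept under all 27 alternatives. The call was kept under 26 for CADPS, 23 for CELA2A, TC318587, TC373876 and the probe A_73_116557, 22 for TC330449, 19 for HOXA2, 18 for P2RY6, 16 for BC102756 and 15 for SERPIND1. Signal over background limits what the arrays can show: 3487 of 21475 probes, and 6 of the 12 cytokine pathway genes, were well above background on no array.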

Differences from the paper's values

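The paper reports that 13 genes of the cytokine-cytokine receptor interaction pathway passed a fold change of 1.5 and an unadjusted p under 0.05, and here 2 did (CXCL6 and IL1B), among the 12 with a matched probe. No alternative set before the data were examined brings the count within 1.5 times the paper's value. The highest was 8, with the deposited table of normalized data (CX3CR1, CXCL6, IL1B, IL2, IL6, LEPR, PRL and TNFRSF9). Cow as a block with period gave 5 (CCL19, CCL8, CXCL6, IL1B and IL2), cow as a random block 4 (CCL19, CCL8, CXCL6 and IL2), and cow as a block without period 1 (IL2). Scaling to the 75th percentile, the detected probes alone, outlier-marked spots kept, the ratio of linear means and the smallest p per gene each gave 2. The general linear model without moderation, diet and period, and slide as a block each gave 1 (CXCL6), and normexp and both 2-group fits gave 0. Without 1 array, the count was 6 without the LC array of cow 4 (CCL19, CCL8, CXCL6, IL1B, IL6 and TNFRSF9). It was 4 without the HC array of cow 3 (CCL8, CX3CR1, CXCL6 and IL2), and 1 or 2 without another array. Among these, CX3CR1 was called without the LC array of cow 1 or cow 3 or the HC array of cow 2, and IL15RA without the HC array of cow 4.

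The alternatives added after seeing the data gave at most 10. The deposited table with cow as a block, period and no moderation called CCL19, CCL8, CX3CR1, CXCL6, IL6, LEPR, PRL and TNFRSF9, and so drops 4 of the paper's 12 genes with a probe (IL15RA, IL1B, IL2 and IL22). The same fit with the fold change rounded to 2 decimals before the threshold, chosen after seeing the values, also called IL15RA and IL22, which gives 10, within 1.5 times the paper's 13, and drops 2 of the 12 genes with a probe (IL1B and IL2). Rounded fold changes in the scanner output left the count at 2. With the replaced values of that table restored, or all values over 0.3 (log2) from the scanner value, the count was 3 (CX3CR1, CXCL6 and IL1B), and with the replaced values restored, cow as a block, period and no moderation 4 (CCL19, CCL8, CX3CR1 and CXCL6). Spots averaged before log2 gave 3 (CX3CR1, CXCL6 and IL1B), and cow as a block with period and no moderation gave 2 (CCL19 and CCL8). No other setting called IL22. IRF9, which Table S2 lists, was called without the HC array of cow 3 only.

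The paper's Table S2 lists 246 genes, of which 103 accessions had a probe. Of these, 99 changed in the paper's direction at the brightest probe. RIMS2, ICAM5, SLCO4C1 and HBE4 did not, and SLCO4C1 and HBE4 were well above background on no array. Both thresholds were passed by 28 of the 103, by 76 with the deposited table, and by 75 with that table, cow as a block, period and no moderation (79 with the fold change rounded to 2 decimals), both chosen after seeing the values. The counts of all probes past the thresholds (198, with 106 higher and 92 lower in the HC group) lie within 1.5 times the paper's 246, 141 and 105. For CCL19, CCL8, CXCL6, IL15RA, IL1B and IRF9, the fold changes lie within the spread between arrays of the paper's. That spread is wide, with an SD of 0.64 (CXCL6) to 0.97 (CCL19) on the log2 scale. Both sets of fold changes come from the same arrays, so this is no independent check.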

Other observations

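The tests of the deposited table and of the splits that part all 4 pairs, with and without balance of the periods, were chosen after the result was seen, and the other tests before.

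The 8 arrays can be split into 4 and 4 in 35 ways. In a 2-group limma fit, the split by diet gave 166 probes past a fold change of 1.5 and an unadjusted p under 0.05, and 31 of the 35 splits gave as many, so chance cannot be excluded for this count. The median over the splits was 265 and the range 72 to 781. The highest count, 781, was that of the split by period, and with period in the model diet gave 172. Of the 8 splits that part the arrays of all 4 cows, as the split by diet does, 5 gave as many, but 5 of the 8 do not hold 2 arrays of each period in each group, and the split by period is among them. In the 3 that do, the split by diet gave the highest count, 166 against 72 and 99, and 1 of 3 gave as many. The order was the same with the 75th percentile, among the detected probes (56 against 11 and 28), with outlier-marked spots kept and with the deposited table (399 against 38 and 54), but with normexp another of the 3 gave more (5 against 3). With 8 or 3 such splits no share under 0.05 can be had, so these counts cannot decide. The other 27 splits keep at least 1 cow's arrays together. With the deposited table, the split by diet gave 399, and 8 of 35 splits gave as many. The replaced values of that table, described below, lower the spread within a diet. Its counts therefore favour the split by diet over the others and cannot decide either.

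Of the 198 probes past both thresholds, 31.8% were well above background on all 4 arrays of a diet, against 77.0% of all probes. Of the 12 cytokine pathway genes with a probe, 7 were not well above background on all 4 arrays of either diet. Noise near the background is thus a candidate explanation for part of both counts. It is a weaker candidate for the 44 probes well above background on all 8 arrays, CXCL6 and IL1B among them, but is not excluded. With normexp, whose offset compresses the fold changes of dim probes, CXCL6 was 1.26-fold and IL1B 1.18-fold higher, short of the threshold. In those 2 genes an effect of diet stays open.

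The inflammation list, which shares 1 gene with Table S2 (the accession the study names CXCL6), was higher in the HC group, with an adjusted p of 0.00663 from camera, a median log2 fold change of 0.12 and 32 of 45 genes higher. The immune cell list, which shares 0, was also higher, with an adjusted p of 0.0162, a median of 0.14 and 18 of 25 genes higher. Over 28 alternatives the adjusted p ranged from 4.79e-05 to 0.619 and was under 0.05 in 22 for the inflammation list, and from 0.000233 to 0.628 and in 17 for the immune cell list. Neither was under 0.05 with fry (0.619) or the estimated correlation (0.528). The exact permutation p of the list means was 0.429 for inflammation and 0.371 for immune cells, and each mean was higher on HC in 3 of 4 cows. Without the LC array of cow 1 or cow 3 or the HC array of cow 4, neither list had an adjusted p under 0.05. Without the HC array of cow 1, the immune cell list had an adjusted p of 0.628 and a median of 0.003. The inflammation list then had an adjusted p of 0.0241. On all 8 arrays, 34 of the 45 and 22 of the 25 genes were well above background. A general inflammatory response, or more immune cells in the papillae, may accompany the change in the cytokine pathway genes, but with 4 cows these tests cannot decide and the 2 cannot be told apart.

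The stroma and muscle list, tested because excised papillae may hold more or less of the tissue beneath the epithelium, had an adjusted p of 0.555 from camera, with a median log2 fold change of 0.07 and 14 of 17 genes higher. All 17 genes were well above background on all 8 arrays. Its exact permutation p was 0.571. A difference in tissue composition is neither shown nor excluded.

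For CXCL8 (IL8), which the paper measured in cultured cells, the CXCL8 log2 fold change on the arrays was 0.81 (standard error 0.34), with an unadjusted p of 0.0519 from limma and an exact permutation p of 0.286. It differed by 1.78, 1.71, 0.89 and -1.15 between the diets in cows 1 to 4. As each array was left out, the log2 fold change ranged from 0.43 (without the LC array of cow 3) to 1.19 (without that of cow 4). It passed both thresholds under 3 of 27 alternatives: with scaling to the 75th percentile (unadjusted p 0.0419), among the detected probes (0.0394) and without the LC array of cow 4 (0.00113). Its interaction of diet and period had an unadjusted p of 0.0235, or 0.133 adjusted over the 17 named genes, and 0.00902 and 0.0767 with limma on the mean of each cow. TNF was well above background on 1 LC and 2 HC arrays, and IL12B on 1 LC array and 0 HC arrays.

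In the deposited table, 4 arrays had a closest column of another cow, and these were the arrays of cows 1 and 2 on both diets, as an exchange of the columns of these 2 cows would give. Which of the 2 sets of names is right was not tested.

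In the deposited table, 3064 values more than 0.3 (log2) from the scanner value equalled the mean of the other 3 arrays of their diet within 0.005. They lay in 2247 probes, with 1600 of the 2058 such distant values in the LC group and 1464 of 1466 in the HC group, and 84.2% were the value farthest from the median of their diet in the scanner output. The share of diet groups with such a value was 0% where the SD of the 4 log2 scanner values was under 0.3 of their mean, 1.14% from 0.3 to 0.4, 44.65% from 0.4 to 0.5, 87.64% from 0.5 to 0.6 and 88.89% above. Of the 458 distant LC values that were not equal, 373 were in a probe with an equal LC value. With the latter set back to the scanner value, 365 of these lay within 0.05 of the mean of the other 3, and 0 did as deposited, so a second value of the diet followed the same pattern. The other 85 are unexplained. The shares are consistent with a step that replaces the farthest value in groups with a large spread. Filling in spots below background would leave fewer of these values well above background in the scanner output than of the other 3 arrays, but 3.36% were, against 2.62%, which argues against it. The paper's text does not name such a step.

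Such a replacement lowers the spread within a diet. With the replaced values set back to the scanner values, the probes past both thresholds in the deposited table went from 415 to 211, against 198 in the scanner output, so the replacement may account for most of the larger count. With all distant values set back, the count was 193. Of the 415 probes, 282 had a replaced value, and 196 of the 415 were still called after restoring. Among the 12 cytokine pathway genes, 6 had 9 replaced values in all (IL2, IL22, IL6, LEPR, PRL and TNFRSF9).

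Of the 105 entries of Table S2 with a matched probe, 100 have the fold change of the deposited table within 0.01. For 83, both the fold change and the P of Table S2 (within 0.001) equal those of a fit of the deposited table with cow as a block and period and without moderation, and for 5 those of the limma fit with diet, period and their interaction. A probe with a replaced value underlies 68 of the 105. In the fit with cow as a block, 149 of the 210 probes past both thresholds had a replaced value, and 72 of the 210 were still called after restoring.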
